# TFII-I-mediated polymerase pausing antagonizes GLI2 induction by TGFβ

**DOI:** 10.1093/nar/gkaa476

**Published:** 2020-06-16

**Authors:** Angela L McCleary-Wheeler, Brooke D Paradise, Luciana L Almada, Annika J Carlson, David L Marks, Anne Vrabel, Renzo E Vera, Ashley N Sigafoos, Rachel L Olson, Martin E Fernandez-Zapico

## Abstract

The modulation of GLI2, an oncogenic transcription factor commonly upregulated in cancer, is in many cases not due to genetic defects, suggesting dysregulation through alternative mechanisms. The identity of these molecular events remains for the most part unknown. Here, we identified TFII-I as a novel repressor of GLI2 expression. Mapping experiments suggest that the INR region of the GLI2 promoter is necessary for GLI2 repression. ChIP studies showed that TFII-I binds to this INR. TFII-I knockdown decreased the binding of NELF-A, a component of the promoter–proximal pausing complex at this site, and enriched phosphorylated RNAPII serine 2 in the GLI2 gene body. Immunoprecipitation studies demonstrate TFII-I interaction with SPT5, another pausing complex component. TFII-I overexpression antagonized GLI2 induction by TGFβ, a known activator of GLI2 in cancer cells. TGFβ reduced endogenous TFII-I binding to the INR and increased RNAPII SerP2 in the gene body. We demonstrate that this regulatory mechanism is not exclusive of GLI2. TGFβ-induced genes CCR7, TGFβ1 and EGR3 showed similar decreased TFII-I and NELF-A INR binding and increased RNAPII SerP2 in the gene body post-TGFβ treatment. Together these results identify TFII-I as a novel repressor of a subset of TGFβ-responsive genes through the regulation of RNAPII pausing.

## INTRODUCTION

GLI2 is a zinc-finger transcription factor belonging to the GLI family of proteins. Highly regulated processes make it a vital protein for normal development, and loss of GLI2 results in late embryonic or immediate prenatal death (1,2). However, GLI2 has also been well documented as an important oncogene, and its overexpression has been demonstrated in a variety of tumors (3–11). *In vivo* models have shown that GLI2 overexpression alone can drive cancer development (4,10). Interestingly, increased expression levels of GLI2 are rarely explained by GLI2 gene mutations, and few reports have documented the amplification of GLI2 in tumors (12,13). Thus, other mechanisms must exist to account for increased GLI2 gene expression in cancer cells.

In our studies, we evaluated the function of TFII-I, an INR-binding transcription factor encoded by the GTF2i gene, on GLI2 gene transcription (14–16). TFII-I is a ubiquitously expressed transcription factor that has the ability to either repress or activate transcription of target genes in a context-dependent and isoform-dependent manner (14,17–19). The activity of TFII-I is signal-induced, and the mechanisms of this induction have been well studied (20). However, what occurs following TFII-I binding to target genes and specifically how it modulates the expression of these target genes following transcriptional initiation is not well understood. Studies have demonstrated that TFII-I can interact with HDACs and members of the PRC complex to modulate gene repression in specific cellular contexts, but little else is understood in regard to TFII-I regulation of chromatin dynamics (18,21–25). We have found that TFII-I binds to the INR of the GLI2 promoter under endogenous conditions and functions as a repressor of GLI2 transcriptional activation. The mechanism of repression mediated by TFII-I was found to be mediated by RNA polymerase II (RNAPII) pausing, as levels of phosphorylated RNAPII serine 2 (RNAPII SerP2) increased in the GLI2 gene concurrent with decreases in RNAPII pausing complex binding in the promoter following TFII-I knockdown. In addition, TFII-I is able to antagonize TGFβ induction of GLI2 transcription. Further studies demonstrated a decrease in RNAPII pausing complex components and TFII-I at the GLI2 promoter after treatment with TGFβ, and a simultaneous increase in RNAPII SerP2 in the GLI2 gene body. Finally, RNA-sequencing studies identified an additional set of TGFβ-induced genes which experience the same mechanism of regulation. Thus, we report a novel mechanism of GLI2 transcriptional repression through TFII-I and show for the first time that TFII-I acts as a modulator of polymerase pausing. Further, we have shown this mechanism of gene regulation may be applicable to a larger cohort of TGFβ-responsive genes.

## MATERIALS AND METHODS

### Cell culture conditions, plasmids and reagents

PANC1 and HepG2 cell lines were obtained from ATCC. These cells lines were chosen both for disease relevance and the high (PANC1) or low (HepG2) endogenous expression of GLI2. PANC1 cells were grown in DMEM medium with 10% fetal bovine serum (FBS), and HepG2 cells in MEM with 10% FBS. Plasmids utilized for experiments included a 3xFLAG-TFII-I expression vector corresponding to the TFII-I isoforms α, β, δ and γ (GenScript, Piscataway, NJ) and SPT5-HA in the p3xFLAG-CMV14 vector (original SPT5 sequence from Capital Biosciences in pORF). The 8xGLI-luciferase reporter was a gift from Dr Chi-chung Hui (University of Toronto, Toronto, Ontario, Canada). The GLI2 promoter constructs were kindly provided by Dr Alain Mauviel (Institut Curie, INSERM U1021/CNRS UMR334, Paris, France). Preparations and descriptions of the GLI2 promoter reporter constructs −1624, −454, −119 and −29 have been previously reported (26). A mutant −29 GLI2 reporter was generated using the QuickChange site-directed mutagenesis kit (Agilent Technologies, Santa Clara, CA, USA). In this, the GLI2 INR (TCATTCT) was changed to a TATA box (TTATAAT) using the following primers for mutagenesis: 5′-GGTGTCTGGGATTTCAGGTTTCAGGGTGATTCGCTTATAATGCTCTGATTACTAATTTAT-3′ (sense); 5′-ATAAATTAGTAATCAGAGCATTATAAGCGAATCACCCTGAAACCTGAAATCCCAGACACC-3′ (antisense). *In silico* sequence analysis of the promoter reporter constructs revealed no cryptic transcriptional start sites or the presence of mutations to the promoter region or parental contruct backbone (Promega, Madison, WI). Recombinant human TGFβ1 ligand (rhTGFβ1; R&D Systems, Minneapolis, MN) was reconstituted in sterile 4 mM HCl with 1 mg/ml bovine serum albumin to a final concentration of 2 ng/μl.

### rhTGFβ1 treatments

HepG2 cells were seeded the day prior to treatment as indicated for RNA expression evaluation and ChIP assays. Growth medium was removed from the cells and plates were washed twice with sterile PBS. MEM medium with no serum was added to the cells. A total of 5 ng of rhTGFβ1 per ml of medium was added to the treatment plates, or an equal volume of the vehicle only was added to control plates.

### Transfection

For TFII-I overexpression studies, PANC1 and HepG2 cells were transfected using electroporation (BTX Harvard Apparatus, Holliston, MA) with 1 pulse of 260 V for 25 mS. For TFII-I overexpression experiments, 9 μg of expression construct was used per 3 × 10^6^ cells in 400 μl of OPTI-MEM serum-free medium (Invitrogen, Grand Island, NY). The electroporated cells were then plated on 10 cm^2^ plates with 10 ml of growth medium and cells were harvested for expression assays 24 hours later. HepG2 cells used in SPT5-HA overexpression experiments were transfected using X-tremeGene reagent (Roche Applied Science, Penzburg, Germany). Briefly, 0.5–1.0 × 10^6^ cells were plated on 10 cm^2^ plates 24 h prior to transfection. 3 μg of DNA and 12 μl of X-tremeGene HP reagent were diluted in 400 μl of OPTI-MEM reagent for each plate to be transfected and added to cells according to the manufacturer ’s protocol. Cells were then harvested 48 hours later for immunoprecipitation studies. Empty vector was used as a control.

TFII-I knockdown was performed using siRNA specific for TFII-I, Hs_GTF2I_15 FlexiTube (siRNA 2) and Hs_GTF2i_18 FlexiTube (siRNA 1) (Qiagen, Germantown, MD) along with a non-targeting siRNA negative control (Qiagen Allstars Negative Control siRNA). siRNA 2 was used throughout the entirety of this manuscript, and siRNA 1 was used for validation purposes. 20 nM of targeting or non-targeting (NT) siRNA was transfected into HepG2 cells using Oligofectamine (Invitrogen) or RNAiMax (Thermo Fisher Scientific, Waltham, MA). 0.5 × 10^6^ HepG2 cells were plated on 10 cm^2^ culture plates 24 h prior to transfection. 20 nM siRNA or NT siRNA was mixed with 400 μl of OPTI-MEM in one tube while 12 μl of Oligofectamine was diluted in 400 μl of OPTI-MEM in a separate tube. After 5 min, the two tubes were combined, mixed gently, and allowed to incubate for another 30 min. The complexes were then added to plates of cells containing 4 ml of serum-free MEM and incubate at 37°C. After 4 h, 2 ml of MEM with 30% FBS was added to the plates and the cells were incubated at 37°C for 48 h prior to harvesting.

### Luciferase reporter assay

Cells were grown and transfected as described above. Transfected cells were plated in triplicate in six-well plates. Lysates were obtained and analyzed for luciferase signal as per the manufacturer's protocol (Promega, Madison, WI). Cells were harvested 24 h post-transfection for overexpression studies while cells transfected for knockdown studies were harvested 48 h post-transfection. Empty vector or NT siRNA were used as controls, respectively. To account for variation among samples, the total protein in each well was quantified using the BioRad protein assay (BioRad, Hercules, CA, USA). The luciferase results were then normalized to the determined total protein levels.

### Quantitative reverse transcription PCR (RT-qPCR)

Total RNA was extracted from cells using TRIzol reagent (Invitrogen, Grand Island, NY, USA). RNA was reverse transcribed to cDNA using the High Capacity cDNA kit (Applied Biosystems, Foster City, CA, USA). The resultant cDNA was amplified by PCR using a quantitative method. The following sense and antisense primer sets were used:

TFII-I: 5′-GTGGCCCCATCAAAGTGAAAACTG-3′(sense); 5′-CGAAGTTGAACTCCCTCACTTTCC-3′ (antisense); CCR7: 5′-GGGACCTGAGGGTCAGGATA-3′ (sense); 5′-CTTGACACAGGCATACCTGGAA-3′ (antisense); TGFβ1: 5′-AGCAACAATTCCTGGCGATACCTC-3′ (sense); 5′-GAAAGGCCGGTTCATGCCATGAAT-3′ (antisense); SHH: 5′-TCCAGAAACTCCGAGCGATTTAAG-3′ (sense); 5′-TCACTCCTGGCCACTGGTTCA-3′ (antisense); EGR3: 5′-GGTGACCATGAGCAGTTTGC-3′ (sense); 5′-ACCGATGTCCATTACATTCTCTGT-3′ (antisense); GAPDH: 5′-GACCTGACCTGCCGTCTAGAAAAA-3′(sense);
5′-ACCACCCTGTTGCTGTAGCCAAAT-3′ (antisense); HPRT: 5′-CCTGGCGTCGTGATTAGTGAT-3′ (sense); 5′-AGACGTTCAGTCCTGTCCATAA-3′ (antisense); TBP: 5′-TATAATCCCAAGCGGTTTGC-3′ (sense); 5′-CCCAACTTCTGTACAACTCTAGCA-3′ (antisense). Real-time expression studies of GLI2 (Hs_01119974-m1), TFII-I (Hs_01073660_m1), and GAPDH (Hs_02758991_g1) were performed using TaqMan primer/probes and the ABI ViiA-7 quantitative thermocycling unit (Applied Biosystems). 1 μg of RNA was transcribed to cDNA using the High Capacity cDNA synthesis kit, and 2 μl of cDNA from samples was used for the resultant qPCR. The amount of GLI2 or TFII-I transcript was expressed as the relative difference to the control gene (GAPDH) and treatment group using the ΔCt method of relative quantitation.

### Immunoblotting

HepG2 cells were plated at 1 × 10^6^ cells per 10 cm^2^ plate and transfected as described above with siRNA or expression vectors. Forty eight hours following transfection, cells were harvested and lysed with a high salt NP-40 buffer (25 mM HEPES, 400 mM NaCl, 5 mM EDTA, 0.5 mM CaCl2, 0.2% NP-40, 0.2% Tween-20, 10% glycerol) with complete protease inhibitor cocktail (Roche Applied Science Penzberg, Germany). Cells were vortexed following the addition of the buffer and snap frozen at −80°C until analysis. Samples were thawed on ice and nuclei were broken by shearing samples through a 27 }{}$\frac{1}{2}$-gaugue needle 20 times. Samples were then centrifuged at 17 000 × *g* for 30 min and the supernatant transferred to a clean microcentrifuge tube. Quantification of the protein was performed using a BCA-based kit with a BSA standard curve (Thermo Fisher Scientific). 100 μg of protein from each sample was loaded onto 5% polyacrylamide gels and separated by electrophoresis. The proteins were then transferred to PVDF membranes (EMD Millipore, Bedford, MA). Membranes were then blocked with 5% milk in TBST and incubated in primary antibody overnight at 4°C on a rocker platform. Membranes were washed three times for 10 min each in TBST and then incubated with a secondary donkey anti-rabbit IgG or sheep anti-mouse IgG linked to HRP (GE Healthcare, UK) at room temperature with rocking for 1 h. Membranes were again washed as described and the protein bands were visualized with SuperSignal ECL detection kit (Thermo Fisher Scientific) and radiographic film exposure. Primary antibodies used include GLI2 (Cell Signaling, Danvers, MA), TFII-I (Bethyl, Montgomery, TX), and α-Tubulin (Sigma-Aldrich, Saint Louis, MO, USA).

### Chromatin Immunoprecipitation (ChIP) assay

Cells were plated on 15 cm^2^ plates and treated as indicated. The cells were crosslinked with 1% formaldehyde for 10 min at room temperature. Remaining formaldehyde was then quenched with 125 mM glycine at room temperature for 5 min. The medium was then aspirated from the cells, and the cells were washed twice with cold 1X PBS. After the final wash, the plates were placed on ice and 1 ml of cold PBS with complete protease inhibitor cocktail (Roche Applied Science) was added to each plate of cells. The cells were scraped from the plates, transferred to microcentrifuge tubes, and were pelleted by centrifuging at 4°C and 800 × *g* for 5 minutes. The supernatant was carefully aspirated and the remaining cell pellets were flash frozen in liquid nitrogen and then stored at −80°C until use. Cell pellets were thawed on ice, lysed in cold cell lysis buffer, and incubated on ice for 15 min with vortexing every 5 min. The suspensions were then centrifuged at 800 × *g* at 4°C for 5 min. The supernatant was removed and the remaining nuclear pellet was lysed in cold nuclear lysis buffer. The chromatin was then sheared physically using 30 cycles of 30 s on/ 30 s off sonication with a Bioruptor UCD-300 (Diagenode, Denville, NJ). Chromatin was fragmented to lengths between 200 and 1000 bp. Samples were precleared with magnetic protein G beads (Dynabeads, Invitrogen) and normal IgG (mouse or rabbit, Millipore) with rotation at 4°C for 1–2 h. The beads were pelleted with a magnet and the supernatant was transferred to a new microcentrifuge tube. Two percent of the sample was removed for use as an input sample and stored at 4°C. The remaining sample was combined with magnetic protein G beads pre-bound to appropriate antibody and rotated overnight at 4°C to immunoprecipitate the protein of interest along with the crosslinked chromatin. The antibodies used for ChIP included TFII-I (Bethyl), RNAPII CTD (Millipore), RNAPII SerP5 (Abcam), RNAPII SerP2, (Abcam) and NELF-A (Santa Cruz Biotechnology). The following day, the beads were pelleted with a magnet and washed using a series for four buffers (Low salt wash buffer, high salt wash buffer, lithium chloride wash buffer and TE buffer). The samples were eluted by adding 100 μl of elution buffer and 1 μg Proteinase K to the beads and incubating for 2 h at 62°C followed by 10 min at 90°C. The samples were cooled to room temperature, and DNA was purified using column purification kit (IBC, MidSci, Saint Louis, MO). PCR was performed using the following primer sets:

GLI2 INR: 5′-AAGAAACCAGGTGGCGGGAGGGTG-3′ (sense); 5′-GATCACAGATGCGGTGCCTTGAAC-3′ (antisense)
GLI2 INR/SMAD3: 5′-TGTGACTTTAATGCGGTGTGCACG-3′ (sense); 5′-GATCACAGATGCGGTGCCTTGAAC-3′ (antisense)
GLI2 Gene Body Set 1: 5′-AGAGTCTCACTCTGTCTCCAA-3′ (sense); 5′-GTCCCTTCTGGCTTCCAAATA-3′ (antisense)
GLI2 Gene Body Set 2: 5′-AGCCATCCCTGGAGAGAC-3′ (sense); 5′-GAGCCAAGAGGCTGTGTAAAT-3′ (antisense)
GLI2 Gene Body Set 3: 5′-GGCTCTGTGTACTATCTTCTTCTC-3′ (sense); 5′-AAATGCCTCCTGACACCTC-3′ (antisense)
CCR7 INR: 5′-GTGGCTTCTCCGACAACTTA-3′ (sense); 5′-TTCTCACATGAAGAGGCTCAC-3′ (antisense)
CCR7 Gene Body Set 1: 5′-GTTGTGAGAATGGTGCGGTG-3′ (sense); 5′-AGCCAGATCAAAGCAGGTGG-3′ (antisense)
CCR7 Gene Body Set 2: 5′-AGACCAGGCTGAGGCTAAGA-3′ (sense); 5′-ATCAAGGAGGCTGTGGTGTG-3′ (antisense)
CCR7 Gene Body Set 3: 5′-CCCCAGACTAGGTTTAGGGG-3′ (sense); 5′-ACCGTTGGGGCTCTCTCAAG-3′ (antisense)
TGFβ1 INR: 5′-CGACATGGAGCTGGTGAAG-3′ (sense); 5′-CGGGTGCTGTTGTACAGG-3′ (antisense)
TGFβ1 Gene Body Set 1: 5′-TGTCCGAAAGAGGATGGCAC-3′ (sense); antisense: 5′-CGGTCCACTTCGCTATCTCC-3′ (antisense)
TGFβ1 Gene Body Set 2: 5′-AGGGACGGGAGGTTATTGGA-3′ (sense); 5′-GTGAAACACCGAGGACACCT-3′ (antisense)
SHH INR: 5′-AAGAGAGAGCGCACACG-3′ (sense); 5′-CTCCTCTTCCCGAACCC-3′ (antisense)
SHH Gene Body Set 1: 5′-ACGAGAAGCCGAACACTTCC-3′ (sense); 5′-CCACGTCTGTTACCGTCCTC-3′ (antisense)
EGR3 INR: 5′-GCTCTCCTAACGCAAACCT-3′ (sense); 5′-GAAGAGAGAGGAAAGAAGGATACAG-3′ (antisense)
EGR3 Gene Body Set 1: 5′-CGAGAAGGCTAGGTTGGCG-3′ (sense); 5′-AGAGCGCGGGTGAAAAAGAC-3′ (antisense)
EGR3 Gene Body Set 2: 5′-GCTCCGGGTCTGAAACTACC-3′ (sense); 5′-GAAGCATTGTTGTTCTTCCCGA-3′ (antisense)

All primer sets were validated for qPCR and were used at 300 nM concentration with SYBR Green master mix (Quanta Biosciences, Gaithersburg, MD) and run on a Bio-Rad CFX384 unit at the following conditions: 95°C × 5 min; 95°C × 30s, [AT]°C × 45 s, 72°C × 1 min for 40 cycles followed by a melt curve analysis. [AT] represents the annealing temperature, which was optimized for each primer set. Temperatures ranged from 56 to 64°C. The results were quantified and graphed either as percentage of input or fold of enrichment.

### Flavopiridol treatment

HepG2 cells were plated at a density of 150 000 cells per 10 cm^2^ plate 24 h prior to treatment. The cells were treated with 150 μM of flavopiridol in DMSO (Sigma-Aldrich) or an equal amount of DMSO as a control. The cells were harvested 6 h after treatment. RNA was isolated and RT-qPCR was performed for TFII-I, GLI2, and GAPDH as described above.

### Immunoprecipitation

For immunoprecipitation, HepG2 and PANC1 cells transfected with FLAG- and HA-tagged expression constructs were washed twice in PBS, and lysed at 4°C in IP lysis buffer (50 mM Tris, pH 7.4, 1% NP-40, 2.5% glycerol with complete protease inhibitor cocktail (without EDTA) with 400 mM NaCl. Samples were passed 5 times through a 27 }{}$\frac{1}{2}$-gauge needle using a 1 ml syringe and then diluted with IP lysis buffer to 150 mM NaCl. After the lysates were cleared at 15 000 × *g* for 10 min, supernatants were collected and subjected to immunoprecipitation following the Dynabeads Protein G immunoprecipitation kit protocol. The supernatants were incubated with immunopreciptating antibodies for 16 h at 4°C with rotation. Pellets were washed with lysis buffer and immunoprecipitates were eluted with 2× SDS-PAGE sample buffer including dithiothreitol and analyzed by western blotting using rabbit anti-TFII-I (Bethyl), mouse anti-FLAG (Sigma), or anti-HA (Sigma).

### RNA-sequencing analysis

Sequencing and mapping were completed using the services of the Mayo Clinic Genome Analysis Core. Sequencing library was prepared using TruSeq v2. Sequencing platform: HiSeq PE 51 base reads, 300 million reads per lane, and four samples were run per lane. Samples were aligned to hg19 human reference genome. Reads were analyzed using MAPRseq v.2.0.0 against the hg19 mouse reference for count calculation. Differential expression was calculated using edgeR. Genes were filtered for FDR >0.05. Fold change of gene expression was calculated in Excel using gene counts from the treatment group and dividing by the respective vehicle group. Fold change is portrayed as log_2_(FC) for ease of understanding. *P*-values were calculated in excel from biological replicates that were sequenced. Excel was used to create the volcano plot, in which the log of the *P*-value is portrayed as a function of the log_2_(FC). GraphPad Prism was used to create additional graphs representing the RNA sequencing results. GEO Accession Number: GSE139021.

### Statistical analysis

Results were graphed as mean values ± SD of three independent biological replicates. Mean values were normalized to respective controls using Microsoft Excel. All experiments were performed a minimum of three times. The Student's *t*-test was used to assess statistical significance across biological replicates, with an asterisk representing *P* < 0.05. Graphs were created and statistical analysis performed using Prism software.

## RESULTS

### TFII-I represses GLI2 transcriptional activation by directly decreasing GLI2 promoter activity

Given that little is known about the mechanisms of transcriptional regulation of GLI2, we started with an *in silico* analysis of the GLI2 promoter to evaluate regulatory elements. The GLI2 gene has a TATA-less promoter, and is defined by the presence of an initiator element (INR) (26). We also identified several E-box elements within 2000 bp upstream of the GLI2 transcription start site (Figure 1A, each box shown contains multiple E-box sites). TFII-I is a known E-box and INR-binding transcription factor, so we wanted to test whether TFII-I could influence GLI2 transcription, and which segments of the GLI2 promoter were crucial for regulation by TFII-I. Given the extensive characterization of the TFII-I δ isoform in existing literature (14–20), we used this variant for our experiments and refer as TFII-I for the remaining of the manuscript. The activity of the full promoter (−1624) segment was repressed when TFII-I was overexpressed (Figure 1B). To determine required sequence motifs within this full-length region, we used various truncations of the promoter region. The −454 reporter still contains E-box elements in addition to the INR. Most of the E-box elements are eliminated in the −119 reporter, with only the INR and one E-box region remaining. The smallest reporter, −29, contains only the INR (Figure 1A). Co-expression of TFII-I along with each of these truncated GLI2 reporters revealed repression of promoter activity (Figure 1C). We hypothesized that the INR is the required sequence motif for TFII-I binding to repress the GLI2 promoter. To test this hypothesis, we mutated the GLI2 INR in the −29 reporter construct to a TATA box (−29mut). While TFII-I is able to still repress the activity of the −29mut reporter construct, the repression is partially relieved when compared to the −29 reporter containing the full GLI2 INR (Figure 1D). Next, we used ChIP assay to confirm TFII-I binding to GLI2 promoter at the INR region. Figure 1E shows endogenous binding of TFII-I to this region of the GLI2 gene. To control for the specificity of this interaction, we examined TFII-I binding to the three independent regions in the GLI2 gene body, the data included in Supplemental Figure S1A shows that TFII-I binding to this area is 4-fold lower and closer to the background control. Lastly, we determined if other TFII-I isoforms behave similar to the δ isoform. We co-expressed full length GLI2 promoter luciferase reporter construct and all four TFII-I isoforms (α, β, δ and γ) (27) in PANC1 cells. When compared to the control, the overexpression of each TFII-I isoform can repress GLI2 promoter activity (Supplemental Figure S2B).

**Figure 1.**
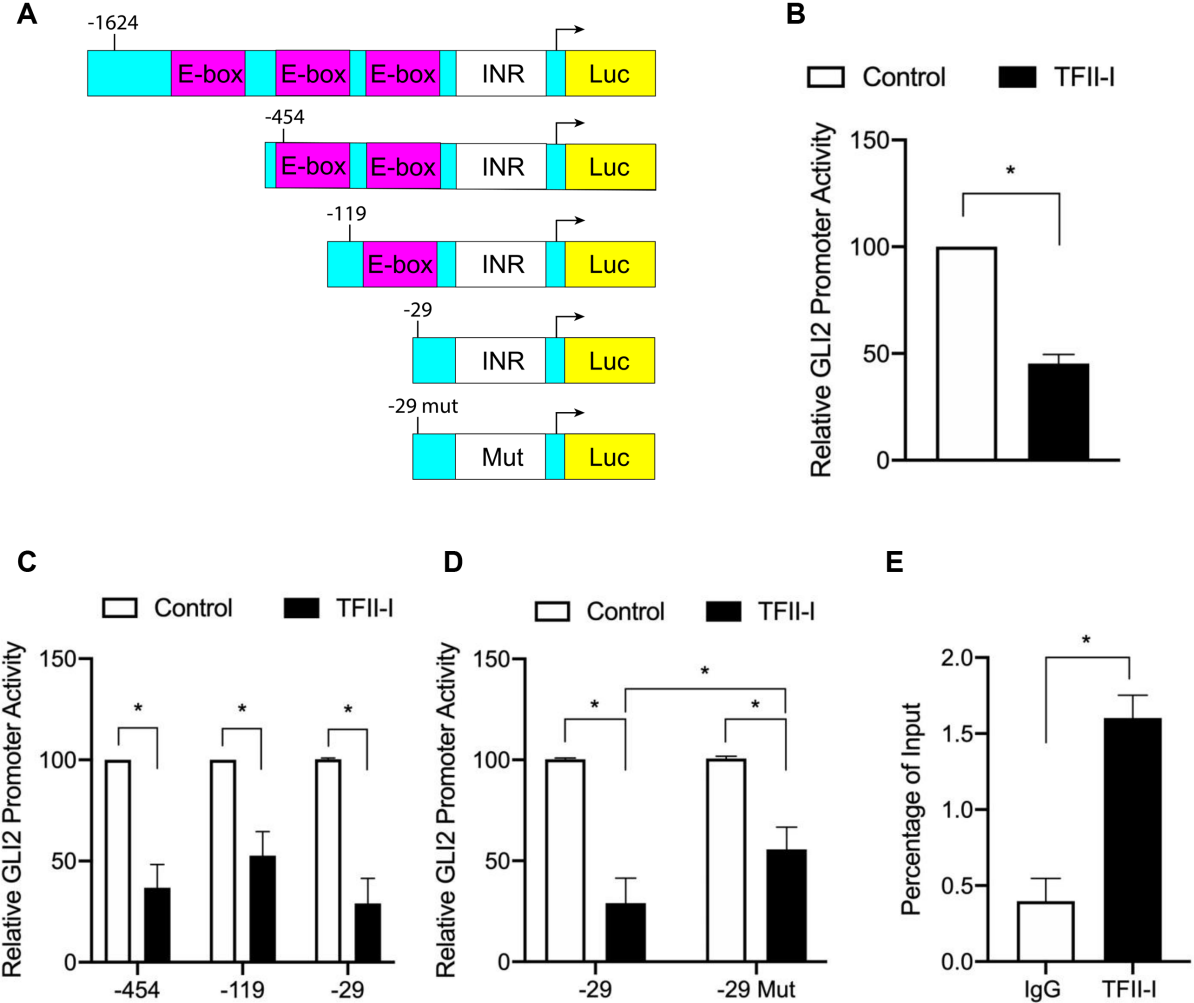
TFII-I represses GLI2 promoter activity through binding to the GLI2 INR. (**A**) Diagram showing the locations of E-boxes (containing multiple E-box sites) and INR in the GLI2 promoter construct and deletion constructs used for promoter activity studies. (**B**) Co-expression of TFII-I and a GLI2 reporter containing ∼1600 bp of the GLI2 promoter in PANC1 cells shows repression of reporter activity. (**C**) Multiple GLI2 reporter constructs were used in PANC1 cells to help localize the promoter region responsible for TFII-I repressive activity. Reporter fragments included an intact INR with or without additional sequence upstream. (**D**) The -29 fragment was compared to a −29 reporter in which the INR was mutated to a TATA box to determine INR necessity for TFII-I activity in PANC1 cells. (**E**) ChIP analysis confirmed binding of TFII-I to the GLI2 INR region under basal conditions in PANC1 cells. For this figure, *N* = 3 and the asterisk represents *P* ≤ 0.05.

To determine whether these repressive effects on the GLI2 promoter result in functional changes at the mRNA and protein levels, we knockdowned TFII-I using two independent targeting siRNA in HepG2 cells. These knockdowns resulted in increased GLI2 mRNA expression levels and a concomitant increase in protein (Figure 2A, and Supplemental Figure S1B). TFII-I knockdown expression controls are included in Figure 2A and Supplemental Figure S1B. Conversely, after overexpression of TFII-I in PANC1 cells we found decreased GLI2 protein expression (Figure 2B). These results suggest TFII-I acts as a repressor of GLI2 mRNA and protein expression. To further characterize this repressive mechanism, we evaluated if TFII-I -mediated repression of GLI2 led to decreased GLI2 transcriptional activity. We utilized an artificial GLI reporter system comprised of eight consecutive consensus GLI2-binding sites upstream of the luciferase gene (GLI-Luc). Luciferase expression is then dependent on this promoter, and the expression of luciferase can act as a proxy for measuring GLI2 activity. The results included in Figure 2C shows that TFII-I overexpression lowers GLI-Luc reporter activity. Taken together, these data from Figures 1 and 2 demonstrate a novel role for TFII-I as a repressor of GLI2 transcriptional activity through its binding to the INR region.

**Figure 2.**
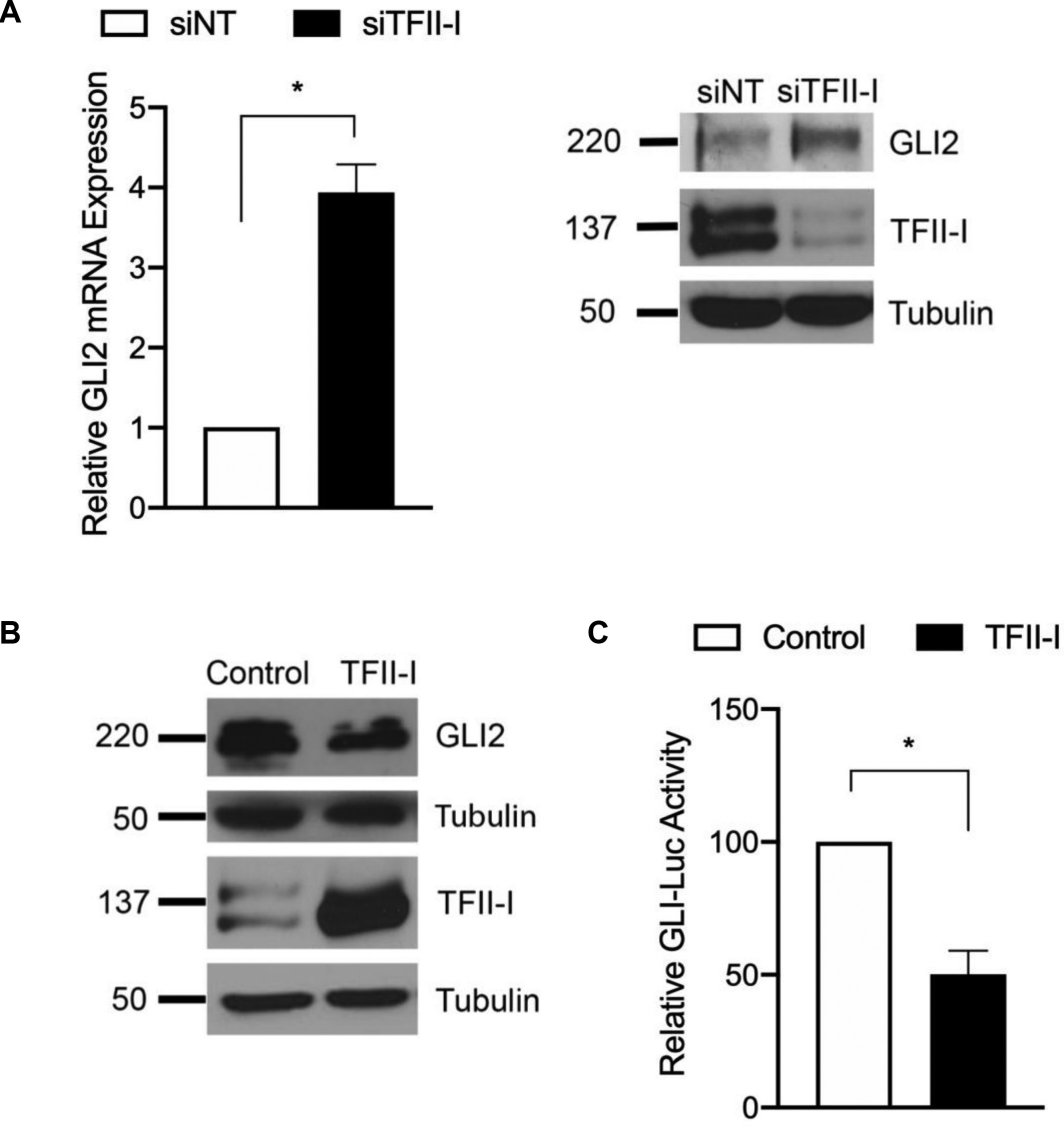
TFII-I represses GLI2 gene expression and subsequent function. (**A**) siRNA knockdown of TFII-I (siTFII-I) in HepG2 cells results in increased expression of GLI2 mRNA compared to non-targeting siRNA control (siNT). Samples were collected by 48 hours post-transfection and GLI2 RNA expression was determined by real time PCR (left), and GLI2 protein by western blot (right). (**B**) Overexpression of TFII-I cells results in decreased GLI2 protein expression. PANC1 cells were transfected for 24 h with a TFII-I encoding plasmid or vector only and then lysates were analyzed by western blot for GLI2 and TFII-I. Expression of TFII-I and tubulin is shown as well. (**C**) Co-transfection of TFII-I and the GLI-luc reporter in PANC1 cells demonstrates diminished activity of the GLI-responsive reporter. For this figure, *N* = 3 and the asterisk represents *P* ≤ 0.05.

### TFII-I modulates RNA polymerase pausing without impacting chromatin modifications

Due to this repressive effect of TFII-I at the core promoter of GLI2 we sought to determine if TFII-I modulates this transcription factor expression by regulating RNAPII initiation or elongation. Knockdown of TFII-I did not affect RNAPII phosphorylated on serine 5 (RNAPII SerP5) or total RNAPII at the GLI2 promoter INR region (Supplemental Figure S3B, C). However, TFII-I depletion increased the phosphorylation of RNAPII on serine 2 (RNAPII SerP2), a mark of an actively transcribing RNAPII, in the GLI2 gene body (Figure 3, Supplemental Figure S3A). To investigate the importance of RNAPII pause release in mediating the effects of TFII-I, we utilized flavopiridol, a small molecule inhibitor of CDK9, which is the kinase required for phosphorylation of the serine 2 residue of RNAPII C-terminal domain (CTD) to promote entry into the active elongation phase. The effects of TFII-I knockdown on GLI2 expression was antagonized by flavopiridol, suggesting that the increase in GLI2 mRNA mediated by TFII-I depletion requires CDK9-mediated release of RNAPII from a paused state (Figure 4A). We also investigated physical interactions between components of the RNAPII pausing complex. We demonstrated that TFII-I physically interacts with SPT5 in HepG2 cells (Figure 4B). Intrestingly, we found that all four isoforms of TFII-I can co-immunoprecipitate with SPT5 (Supplemental Figure S2A). We next looked at the presence of the components of the RNAPII pausing complex on the GLI2 promoter after knocking down TFII-I. The increase in SerP2 resulting from TFII-I depletion (Figure 3) was accompanied by the decrease in the presence of NELF-A, a major component of the RNAPII pausing complex at the GLI2 gene INR (Figure 4C). Together, these findings suggest the repressive activity of TFII-I over GLI2 transcription occurs via physical interaction with the RNAPII pausing complex to promote polymerase pausing.

**Figure 3.**
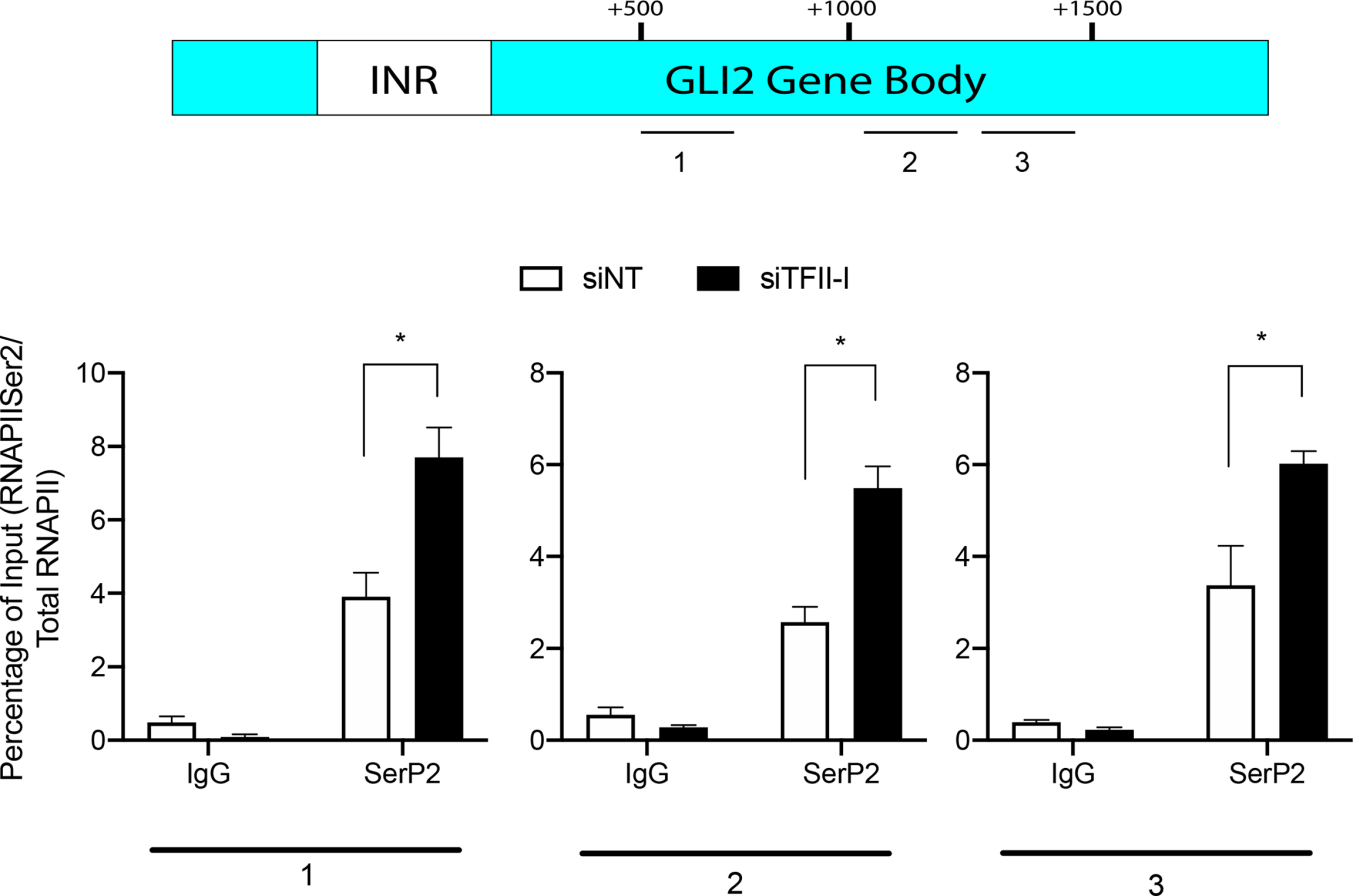
Inactivation of TFII-I increases RNA poll SerP2 levels in GLI2 gene body. RNAPII SerP2 enrichment in the promoter-proximal region of GLI2, ChIP assay was evaluated at three different areas in the gene body (1 through 3) (top). In all three regions, RNAPII SerP2 enrichment is increased upon TFII-I knockdown (bottom) in HepG2 cells. Data shown is a representative experiment of three performed showing the same trends. The asterisk represents *P* ≤ 0.05 in an evaluates of the representative data.

**Figure 4.**
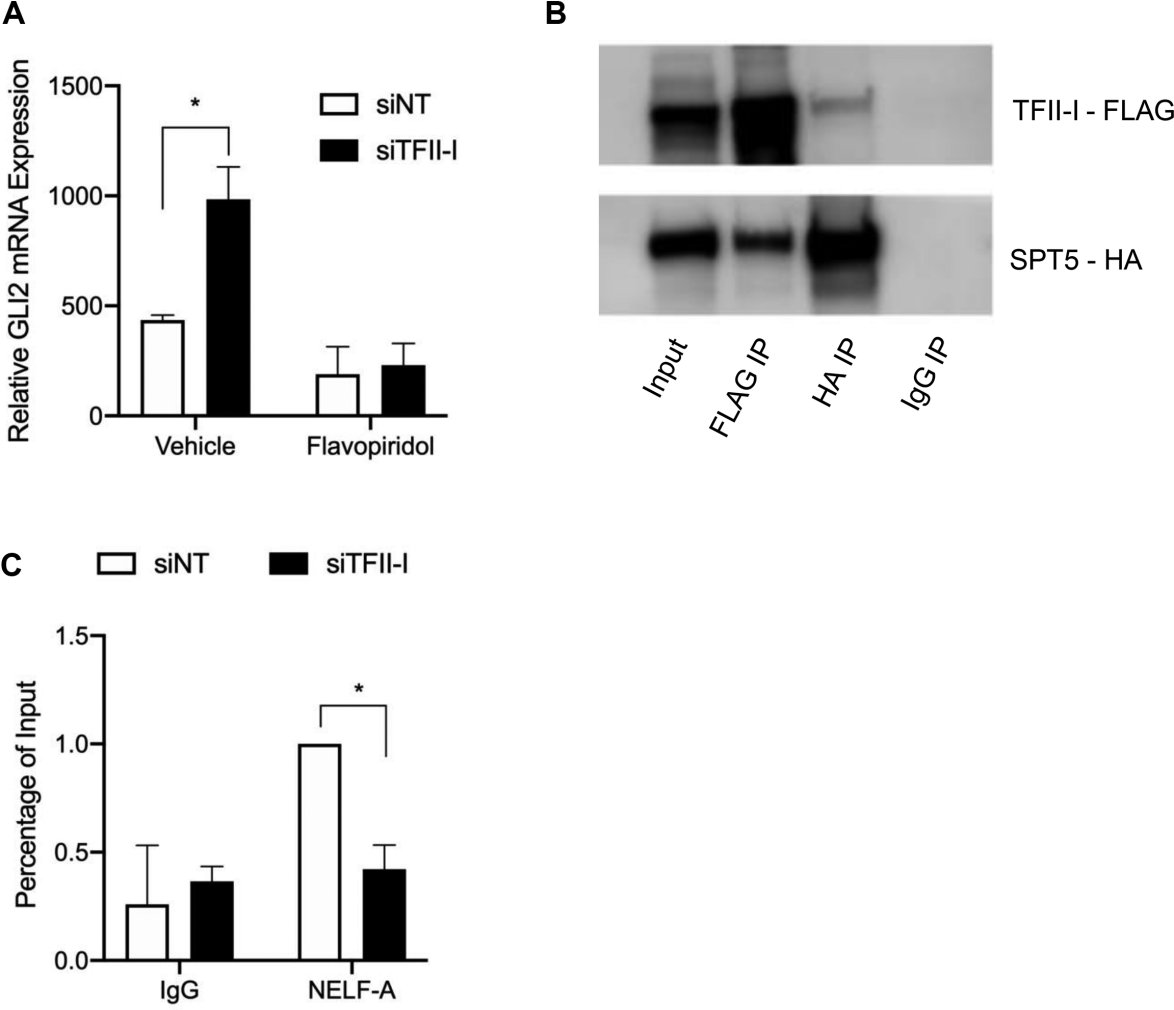
Knockdown of TFII-I releases RNAPII to transcribe GLI2. (**A**) Real time PCR showing GLI2 mRNA expression in PANC1 cells transfected with NT siRNA or siRNA targeting construct TFII-I and treated with vehicle or flavopiridol, an inhibitor of pause release. (**B**) Immunoprecipitation showing binding of endogenous TFII-I to SPT5. HepG2 cells transfected to express SPT5-HA and TFII-I-FLAG were immunoprecipitated with TFII-I antibody or nonspecific IgG control and then assayed by western blot. (**C**) ChIP assay was performed in HepG2 cells using an anti-NELF-A antibody. The data shows NELF-A I bind the INR of the GLI2 promoter, and that upon TFII-I knockdown endogenous NELF-A binding decreases at this region. These findings indicate TFII-I represses GLI2 gene transcription through RNAPII pausing. For this figure, *N* = 3 and the asterisk represents *P* ≤ 0.05.

### TFII-I antagonizes TGFβ-mediated induction of GLI2

Following the identification of TFII-I as a repressor of GLI2 transcription, we sought to determine if TFII-I can antagonize a known activator of GLI2 expression. Specifically, we investigated the possibility that TGFβ induction of GLI2 could be antagonized by TFII-I. HepG2 cells were transfected with siRNA against TFII-I or a non-targeting siRNA. Forty-eight hours later, these cells were treated with TGFβ for 3 h prior to harvest. GLI2 mRNA expression levels were then evaluated. While either stimulation of the cells with TGFβ or knockdown of TFII-I led to an increase in GLI2 expression, the combination of TGFβ pathway activation and loss of TFII-I resulted in a synergistic induction of GLI2 transcription (Figure 5A). However, when TFII-I was overexpressed in conjunction with TGFβ stimulation, GLI2 induction was mitigated (Figure 5B). Of note the overexpression or knockdown of TFII-I did not affect activity of TGFβ as indicated by the levels of phosphorylated SMAD3 (pSMAD3), the active form of this transcription factor and a key downstream effector of the TGFβ pathway (Figure 5A and B, lower panels). These results suggest that while TFII-I can repress GLI2 expression alone, it can also act as an antagonist of a known pathway of GLI2 induction. SMAD3 has been shown to bind at a SMAD binding element 30 bp upstream of the GLI2 transcription start site (26). To investigate the mechanism of TFII-I antagonism of TGFβ, we performed a ChIP assay in HepG2 cells following treatment with TGFβ. Treatment resulted in the predicted induction of GLI2 mRNA expression (Figure 5C) and increased binding of pSMAD3 to the GLI2 promoter (Figure 5D). To correlate these findings with that of a paused RNAPII associated with TFII-I, we performed ChIP analysis for RNAPII SerP2 downstream of the GLI2 INR in cells treated with TGFβ for 3 hours. We found that there is an increase in SerP2 in these regions upon GLI2 induction by TGFβ (Figure 5E). Taken together, these results demonstrate TFII-I can antagonize TGFβ induction of GLI2. Moreover, they show that TGFβ may induce GLI2 by reducing the binding of endogenous TFII-I to the GLI2 INR and releasing paused RNAPII.

**Figure 5.**
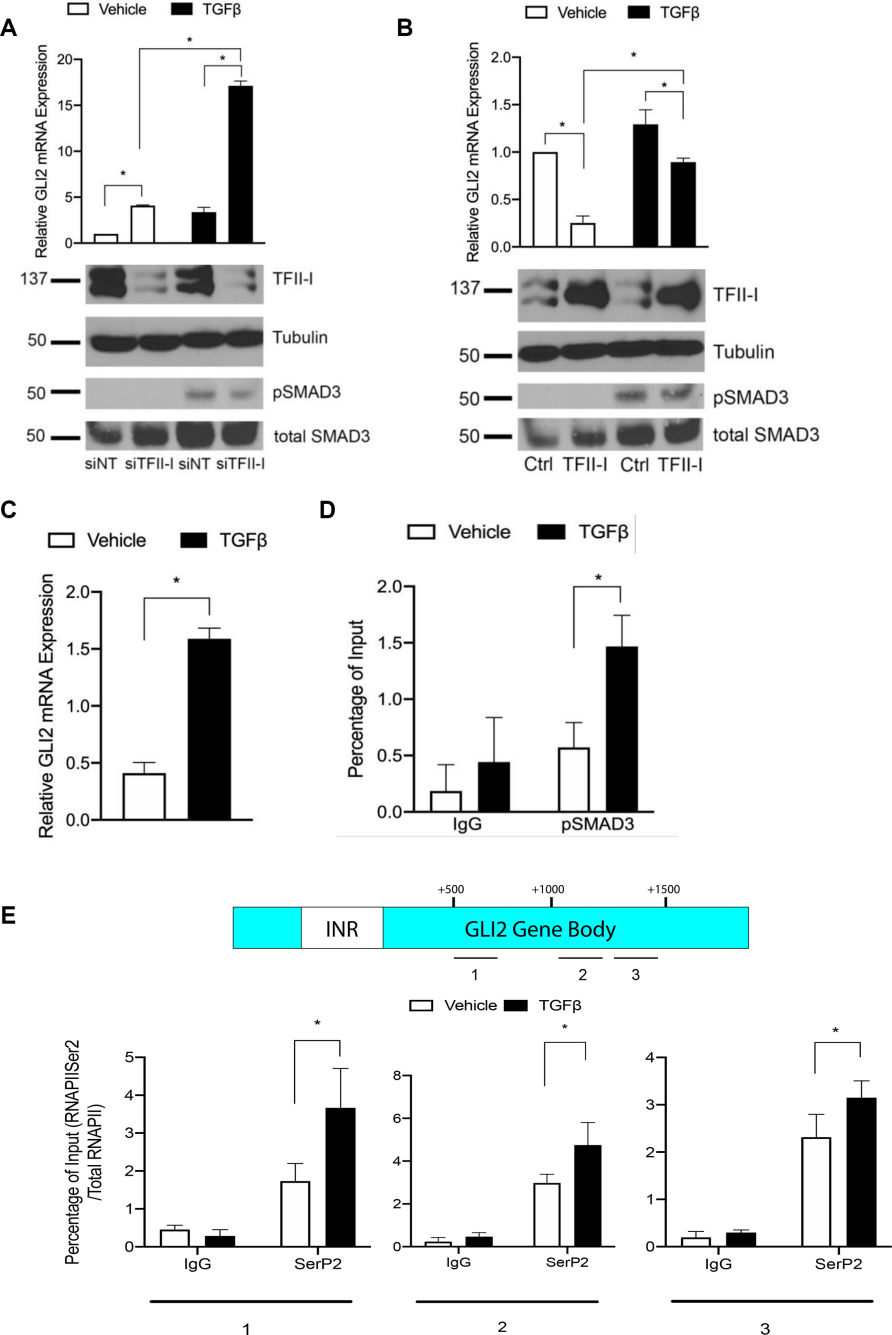
TFII-I antagonizes TGFβ-mediated induction of GLI2 transcription. (**A**) siRNA knockdown of TFII-I results in increased GLI2 mRNA that displays a synergistic effect when combined with TGFβ treatment in HepG2 cells. (**B**) Conversely, overexpression of TFII-I in PANC1 cells antagonizes the induction of GLI2 by TGFβ. Western blots show the levels of the TFII-I, phospho-SMAD3 (pSMAD3), total levels of SMAD3 (total SMAD3), and α-Tubulin. (**C**) Treatment with TGFβ induces GLI2 mRNA in HepG2 cells. (**D**) Treatment of HepG2 cells with TGFβ increases the binding of phosphorylated SMAD3 (pSMAD3) (left) while decreasing TFII-I binding to the GLI2 promoter INR (right). (**E**) ChIP assays reveal treatment with TGFβ increases RNAPII SerP2, particularly in the most promoter-proximal region, marking an actively elongating RNAPII and resulting in increased GLI2 transcript production in HepG2 cells. Data shown in E is a representative experiment of three performed showing the same trends. For A−D, *N* = 3 and the asterisk represents *P* ≤ 0.05.

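RNA was sequenced from 6 cultures of HepG2 cells, a line established from a human liver tumor, of which 3 received TGFβ ligand at 5 ng/mL and 3 received vehicle, all for 3 h. The authors aligned the reads to hg19 and counted them per gene with MAPRseq, and deposited for each culture the raw count and the RPKM of 57773 genes. The annotation release and the use of strand in counting are not given in the sources used here, and overlapping genes can hold the same reads. The counts were used here. Vehicle cultures had between 60815385 and 88415362 reads counted on genes, with a median of 80354435, and TGFβ cultures had between 73263662 and 100099136, with a median of 81029758. The paper's reported depth is 300 M reads per lane, shared by 4 samples. The totals by which the authors scaled their RPKM values, worked out from counts and RPKM together, lay between 75463454 and 119292342 per culture, above the counts on genes. Counts were normalized with edgeR's TMM method, and genes with too few reads were left out by edgeR's filterByExpr, which kept 22747 genes. TGFβ and vehicle were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over these genes.

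At an FDR under 0.05, 937 genes differed, of which 707 were higher and 230 were lower with TGFβ. At an unadjusted P under 0.05 there were 3107 genes, 1976 higher and 1131 lower. This balance moved with total-count scaling, to 1613 higher and 1538 lower. It was 2210 higher and 1996 lower without TGFβ replicate 3, and 3140 higher and 2230 lower with the replicate number as a block. Cultures with the same number in the 2 groups deviated together, and with the block 2690 genes passed the FDR threshold, 1837 higher and 853 lower, including all 937. The largest shift came from an alternative chosen after the data were seen, the block together with a correction for GC content and transcript length, which called 3134 genes. With single cultures left out, the count fell to 485 without vehicle replicate 3, to 518 without vehicle replicate 2 and to 561 without TGFβ replicate 2. Without these cultures in turn, 394, 414 and 439 genes were higher, and 91, 104 and 122 were lower. Without TGFβ replicate 1, 144 genes were lower. Widely known TGFβ targets, picked in advance, served to check the treatment labels. PMEPA1 had a log2 fold change of 4.30 (standard error 0.28, FDR 4.41e-05), SKIL of 2.45 (standard error 0.11, FDR 8.43e-06) and SMAD7 of 1.72 (standard error 0.11, FDR 3.73e-05). ID1 had a log2 fold change of 0.21 (standard error 0.22, FDR 0.791), which was within the spread between cultures.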

To determine whether this mechanism of gene regulation is present in other TGFβ-targets in HepG2 cells, we used RNA-seq data to assemble a list of TGFβ-induced genes for further investigation (Figure 6A). 

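The genes of 2 lists were followed as sets in the RNA-seq counts. Both lists were written from general knowledge of the pathway before the data were examined. Whether they match the signature lists used in the paper is not known, since its text does not print those. The TGFβ pathway list holds 54 genes, among them TGFB1 and SMAD3, and the mesenchymal list holds 40 genes of mesenchymal cells and epithelial-mesenchymal transition; they share 2 genes. Of the TGFβ pathway list, 51 genes had enough reads for testing, and 26 of these (51.0%) were higher with TGFβ at an FDR under 0.05 while 0 were lower. Adjusted over the list alone, 29 genes passed, and with the replicate block 30 were higher and 0 were lower. The median log2 fold change was 0.40, with a range from -0.35 to 4.30, and 46 of the 51 genes had a positive value. Tested as a set with camera at an inter-gene correlation of 0.01, the list was higher with TGFβ (P = 4.07e-22), and it stayed so with fry (P = 0.000183) and with a correlation estimated from the list (P = 0.0115). Of the mesenchymal list, 28 genes were tested, and 7 of these (25.0%) were higher and 0 lower. Adjusted over the list alone, 12 genes passed, and with the replicate block 13 were higher and 1 was lower. The median log2 fold change was 0.40, and 23 of the 28 genes had a positive value. This list was also higher as a set with camera (P = 1.01e-07), with fry (P = 0.00716) and, close to the threshold, with an estimated correlation (P = 0.0492), the alternative that moved both lists most. Leaving out single cultures kept the camera P of the TGFβ pathway list at or below 3.02e-17 and that of the mesenchymal list at or below 1.63e-06.

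**Figure D1:**
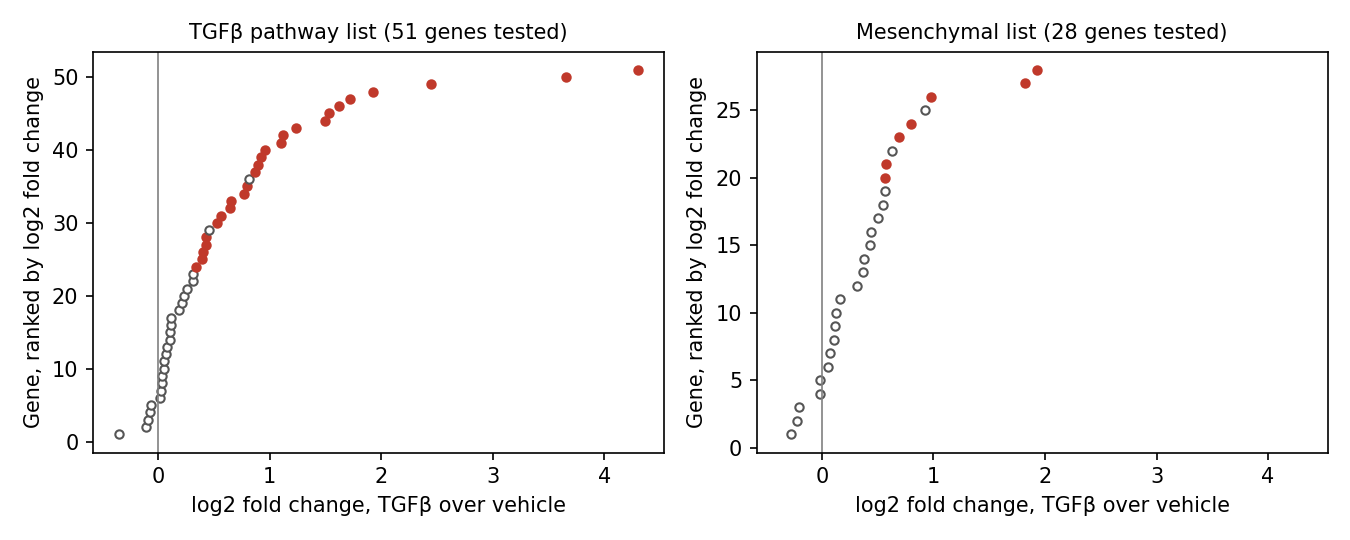
Log2 fold change of TGFβ over vehicle (x axis) of each tested gene of the TGFβ pathway list (51 genes) and the mesenchymal list (28 genes), ranked on the y axis. Filled points are the 26 and 7 genes at an FDR under 0.05 in edgeR's quasi-likelihood test, all to the right of 0, and open points are the other tested genes.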

We narrowed our list down by comparing upregulated genes with known signature genes using GOterms (Figure 6B). 

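The counts of GLI2, CCR7, TGFB1, SHH and EGR3 are given per gene with coordinates of hg19 from the deposited table, as TMM-normalized CPM (reads scaled to a common library size) and as fitted log2 fold changes. CCR7 (ENSG00000126353) lies on the minus strand of chromosome 17 from 38710021 to 38721724. It rose from 1.04 ± 0.109 CPM (SD, n = 3) with vehicle to 2.4 ± 0.676 CPM (SD, n = 3) with TGFβ, a log2 fold change of 1.2 (standard error 0.23, FDR 0.0176 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). EGR3 (ENSG00000179388), on the minus strand of chromosome 8 from 22545172 to 22550815, rose from 0.232 ± 0.0459 CPM to 1.03 ± 0.408 CPM, a log2 fold change of 2.12 (standard error 0.36, FDR 0.00886). TGFB1 (ENSG00000105329), on the minus strand of chromosome 19 from 41807492 to 41859816, rose from 91.0 ± 2.53 CPM to 143 ± 17.8 CPM, a log2 fold change of 0.65 (standard error 0.09, FDR 0.00336), or 1.57-fold. SHH (ENSG00000164690), on the minus strand of chromosome 7 from 155592680 to 155604967, rose from 3.91 ± 0.150 CPM to 6.31 ± 1.25 CPM, a log2 fold change of 0.69 (standard error 0.16, FDR 0.0448), or 1.61-fold. In each of these 4 genes every TGFβ culture was above every vehicle culture (exact permutation test, two-sided, P = 0.1, the smallest that 3 cultures against 3 allow). GLI2 (ENSG00000074047), on the plus strand of chromosome 2 from 121493199 to 121750229, had 0, 1 and 3 reads in the vehicle cultures and 3, 6 and 4 reads in the TGFβ cultures, too few to pass the filter. The scaled ratio of its 13 reads with TGFβ to 4 with vehicle was 3.02, with an exact 95% interval from 0.934 to 12.7 that covers counting error only. Fitted without a filter, its log2 fold change was 1.46 (standard error 1.01, FDR 0.770). It was 0.87 without vehicle replicate 1 and 2.89 without vehicle replicate 3, so a change of GLI2 was not detectable at this depth.

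Adjusted over the list alone, CCR7, TGFB1, SHH and EGR3 passed and GLI2 did not, which is not independent evidence, since the paper chose 4 of the 5 genes from these libraries. TGFB1 passed the FDR threshold without any single culture, with log2 fold changes from 0.54 to 0.72. CCR7 lost it without vehicle replicate 1 (FDR 0.0572), vehicle replicate 2 (FDR 0.0954), vehicle replicate 3 (FDR 0.069) and TGFβ replicate 2 (FDR 0.0719). EGR3 lost it without vehicle replicate 2 (FDR 0.0505) and vehicle replicate 3 (FDR 0.0532). With all 6 cultures, CCR7 and EGR3 passed under every alternative that gave an FDR, among them the replicate block (FDR 0.00299 and 0.00158). Among the fits with a culture left out, SHH kept the FDR threshold only without TGFβ replicate 3 (FDR 0.0184). Its FDR was 0.13, 0.156 and 0.150 without vehicle replicates 1, 2 and 3, 0.0901 without TGFβ replicate 1 and 0.195 without TGFβ replicate 2. With all 6 cultures, SHH fell short with total-count scaling (FDR 0.0637), with limma-voom (FDR 0.0558) and, in an alternative chosen after the data were seen, with offsets for GC content and transcript length (FDR 0.0558). It passed with the replicate block (FDR 0.00492), with the block and those offsets (FDR 0.00437), with DESeq2 (FDR 0.00155), with edgeR's exact test (FDR 0.0069), with DESeq2's size factors (FDR 0.0444), without a filter (FDR 0.012) and with at least 10 counts in every library (FDR 0.0392).

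The promoters were searched in the GRCh37 sequence, with the 5′ end of each gene in the annotation as its start site. An INR (YYANWYY on the coding strand, its A within 25 bp of the start site) was found at CCR7 and GLI2 and not at TGFB1, SHH or EGR3. The GLI2 element found this way, CCACACC, lies at the 5′ end of the longest annotated gene and is not the INR that the paper studied. The annotation places the start sites of TGFB1, SHH and EGR3 at 41859827, 155605157 and 22550993, which are 11, 190 and 178 bp upstream of the gene ends in the deposited table. At those table ends, searched in addition after the data were seen, 0 INR elements were found for TGFB1, SHH and EGR3 as well. SMAD3 motifs (CAGAC or GTCTG on either strand, from 1000 bp upstream to 100 bp downstream) numbered 2 at CCR7, 4 at TGFB1, 2 at SHH, 1 at EGR3 and 1 at GLI2. From the table ends they numbered 4 at TGFB1, 3 at SHH and 2 at EGR3. Other start sites of these genes were not searched, and the settings of Insect2.0 are not given in the paper's text. Of the genes higher with TGFβ that have an annotated start site, 121 of 680 (17.8%) held both motifs, against 4465 of 21225 (21.0%) of the other tested genes (odds ratio 0.813, 95% interval 0.660 to 0.994, two-sided Fisher's exact test, P = 0.0442). With genes called higher by a fold change of at least 2 and an unadjusted P under 0.05 instead, the odds ratio was 1.06 (Fisher's exact test, P = 0.677), on the other side of 1. With other motif settings it lay between 0.804 and 0.987, with P of at least 0.0536 (Fisher's exact test). Across 3 classes of promoter GC content, a test chosen after the result was seen, the common odds ratio was 0.961 (95% interval 0.786 to 1.18). Promoter composition may therefore be the source of the deficit.

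**Figure D2:**
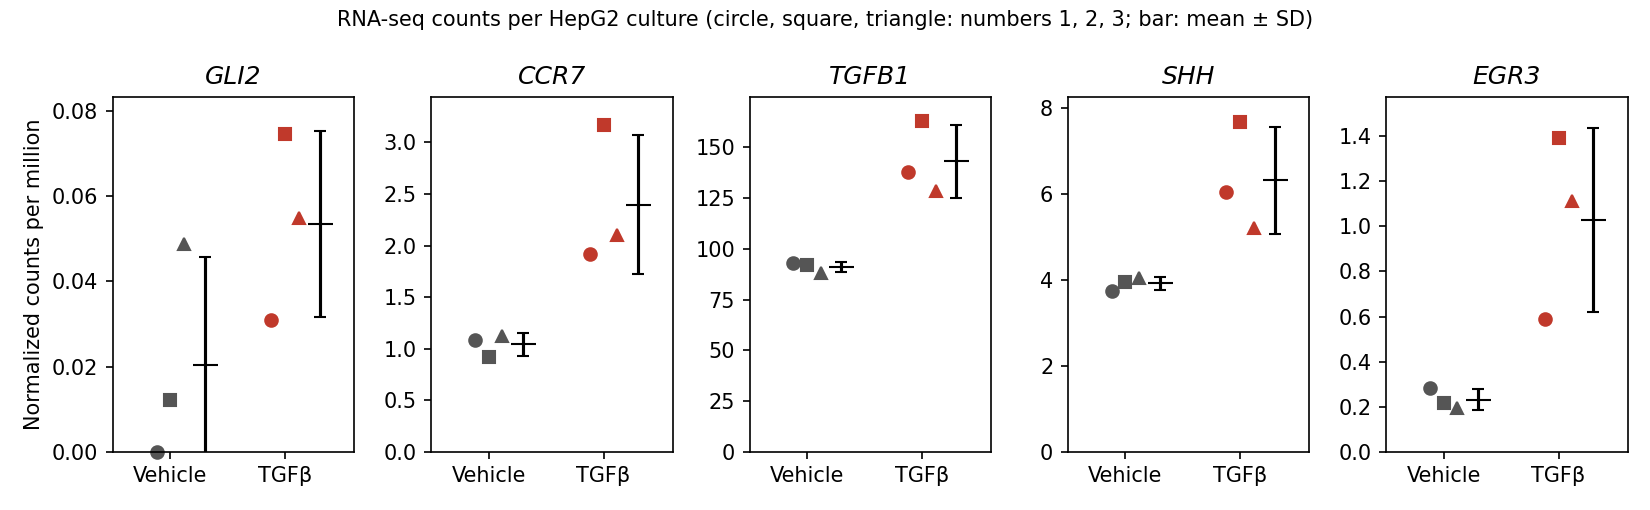
TMM-normalized CPM (y axes, each starting at 0) of GLI2, CCR7, TGFB1, SHH and EGR3 in each of the 3 vehicle and 3 TGFβ cultures, with the mean and SD beside the points. The TGFβ cultures lie above all vehicle cultures for CCR7, TGFB1, SHH and EGR3, while the groups of GLI2 overlap and the SD bar of its vehicle group, which would run below 0, is drawn from 0.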

From this list, we used Insect2.0 to find which in this list contained canonical SMAD3 binding motifs as well as an INR element, as we are interested in those genes that are regulated through the canonical TGFβ signaling pathway, and possibly bound by TFII-I, similar to GLI2. We determined that in addition to GLI2, TGFβ treatment and siRNA mediated TFII-I knockdown each induce the expression of CCR7, TGFβ1, SHH and EGR3 (Figure 6C). Finally, we demonstrated that upon treatment with TGFβ, members of the pausing complex (TFII-I and NELF-A) are dissociated from the promoter regions of CCR7, TGFβ1 and EGR3, (Figure 7A) and there is an increase in SerP2 in the gene bodies upon induction of expression (Figure 7B). Together, these results indicate our model of TFII-I mediated RNAPII pausing is applicable to a cohort of TGFβ-responsive genes (Figure 7C).

**Figure 6.**
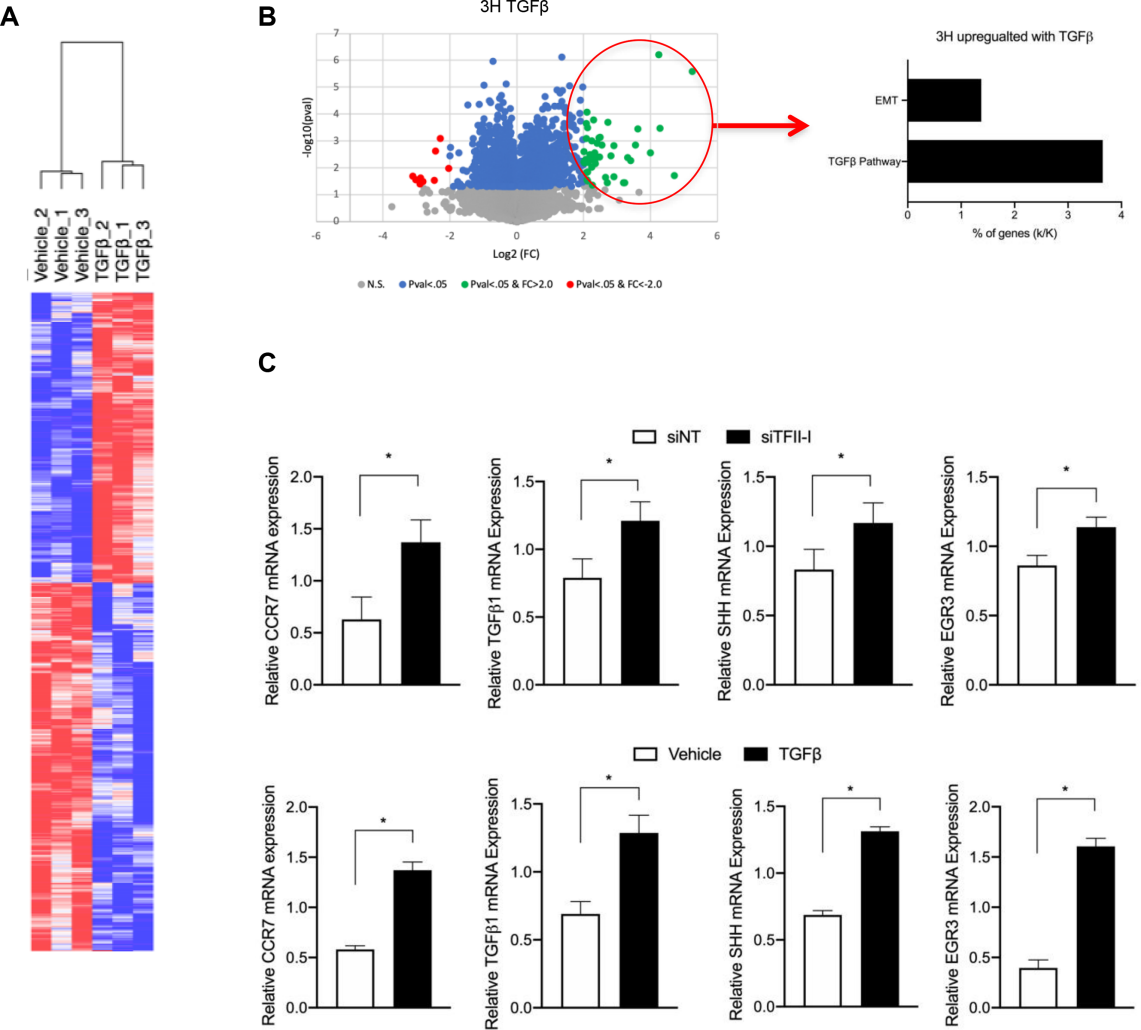
Interplay between TFII-I and TGFβ may be a regulatory mechanism for many genes in HepG2 cells. (**A**) Heatmap of RNA-seq data, displayed as log_2_ fold change. All genes with *P* < 0.05 between treatment and vehicle groups from RNA-seq analysis were included in the plot. Red represents increased values, blue represents decreased values compared to vehicle group. (**B**, left) RNA-seq data displayed in a volcano plot. *P* values are plotted as a function of fold change. Circled genes are those which display both a fold change greater than or equal to 2 between vehicle and TGFβ, and a *P* value of statistical significance (less than 0.05). (B, right) Pathway analysis of genes from A shown as percentage of genes from the input list (our data, represented as k) found in the pathway list (represented as K). (**C**) Induction of expression of a subset of genes that possess INRs and SMAD3 binding promoter sites after siRNA knockdown of TFII-I (top) or TGFβ treatment (bottom) was measured via qRT-PCR quantification of mRNA levels. For this figure, *N* = 3 and the asterisk represents *P* ≤ 0.05.

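For the clustering of the libraries, log2 CPM values with a prior count of 2 over all 22747 tested genes were used, since a set of genes picked for a difference between the groups separates them by its choice. Average-linkage clustering on 1 minus Pearson's correlation across genes parted the 3 vehicle from the 3 TGFβ cultures at its first split. The same split was found with the 500 genes of largest variance and with the 3107 genes at an unadjusted P under 0.05. With complete linkage, 5 of the 6 libraries were on the side of their group, and TGFβ replicate 3 joined the vehicle cultures. Correlations across genes, which are not independent replicates, lay between 0.986 and 0.993 for all pairs of libraries. The first principal component held 39.3% of the variance, and vehicle replicate 1 at -1.89 and TGFβ replicate 3 at -0.765 lay next to each other on it.

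**Figure D3:**
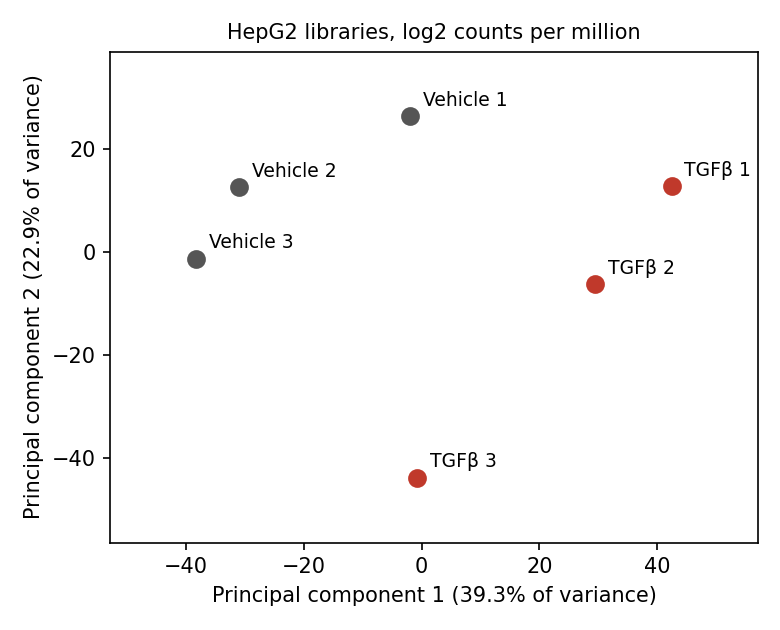
Principal components 1 and 2 (39.3% and 22.9% of the variance) of log2 CPM over the tested genes, with 1 point per library, vehicle in grey and TGFβ in red. Vehicle replicate 1 and TGFβ replicate 3 share nearly the same place on component 1 and lie far apart on component 2.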

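At an unadjusted P under 0.05 and a fold change of at least 2, 344 genes were higher and 116 were lower with TGFβ. At a fold change of at least 4, 63 were higher and 3 were lower. These counts moved most without the filter on low counts, to 627 and 402 at a fold change of at least 2 and to 271 and 177 at a fold change of at least 4. Without vehicle replicate 1, 236 genes were lower by at least 2-fold and 106 were higher by at least 4-fold, and without TGFβ replicate 3, 337 were lower by at least 2-fold. The 3 genes lower by at least 4-fold were PCK1, CYP7A1 and SNORA70, and leaving out any single culture raised this count, to 5 without vehicle replicate 2 or 3, 14 without vehicle replicate 1, 13 without TGFβ replicate 1, 19 without TGFβ replicate 2 and 24 without TGFβ replicate 3.

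The 5 largest rises and 5 largest falls were taken among genes at an FDR under 0.05 without overlap between the groups. KRT75 (ENSG00000170454, chromosome 12 from 52817854 to 52828309) had 0 reads in each vehicle culture and 83, 153 and 135 reads in the TGFβ cultures, so it was at least 115-fold higher when the vehicle group is set at 3 reads over the group (FDR 0.000633). ECEL1P2 (ENSG00000244280, chromosome 2 from 233250460 to 233252167), a transcribed pseudogene, had 0 reads with vehicle and 42, 38 and 25 with TGFβ, at least 32.5-fold higher (FDR 0.000973). Reads of such a gene can be split with its parent gene. HOXC12 (ENSG00000123407, chromosome 12 from 54348618 to 54352740) rose by a log2 fold change of 5.15 (standard error 0.32, FDR 3.73e-05). AC012531.23 (ENSG00000271090, from 54350318 to 54352745) overlaps HOXC12 and rose by 5.25 (standard error 0.33, FDR 3.76e-05), so both can rest on the same reads. S1PR5 (ENSG00000180739, chromosome 19 from 10623623 to 10628607) had 2, 7 and 0 reads with vehicle and 79, 51 and 112 with TGFβ, a log2 fold change of 4.64 (standard error 0.63, FDR 0.00267). It was 6.06 without vehicle replicate 2 and between 4.18 and 4.87 without any other culture.

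Among the falls, PCK1 (ENSG00000124253, chromosome 20 from 56136136 to 56141513) had a log2 fold change of -2.79 (standard error 0.39, FDR 0.0033). CYP7A1 (ENSG00000167910, chromosome 8 from 59402737 to 59412795) had -2.48 (standard error 0.53, FDR 0.0302). It was -1.88 without vehicle replicate 3, and the FDR threshold was lost without vehicle replicate 3 (0.0929), TGFβ replicate 2 (0.119) or TGFβ replicate 3 (0.0651). SNORA70 (ENSG00000200237, chromosome 19 from 9930630 to 9930770) had -2.22 (standard error 0.49, FDR 0.0337) on 11 to 13 reads with vehicle. It lies inside FBXL12, whose log2 fold change was 0.03. With all 6 cultures it missed the threshold with DESeq2 without independent filtering (FDR 0.116) and passed with the replicate block (FDR 0.0165), limma-voom (FDR 0.0255), edgeR's exact test (FDR 0.00341), total-count scaling (FDR 0.0329), DESeq2's size factors (FDR 0.0337) and no filter (FDR 0.0319). Among the fits with a culture left out, it kept the threshold only without TGFβ replicate 3 (FDR 0.0362). Without vehicle replicates 1, 2 and 3 its FDR was 0.0848, 0.117 and 0.148, and without TGFβ replicates 1 and 2 it was 0.164 and 0.156. AC019181.2 (ENSG00000233255, chromosome 2 from 165697259 to 165705844) had -1.96 (standard error 0.29, FDR 0.00404) and overlaps COBLL1, which also fell (log2 fold change -0.82, FDR 0.00174). C1orf116 (ENSG00000182795, chromosome 1 from 207191866 to 207206101) had -1.94 (standard error 0.20, FDR 0.000605). The paper compared its upregulated genes with signature genes and searched them for an INR and SMAD3 motifs. It took CCR7, TGFB1, SHH and EGR3 from them for RT-qPCR, and its text reports ChIP for CCR7, TGFB1 and EGR3.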

**Figure 7.**
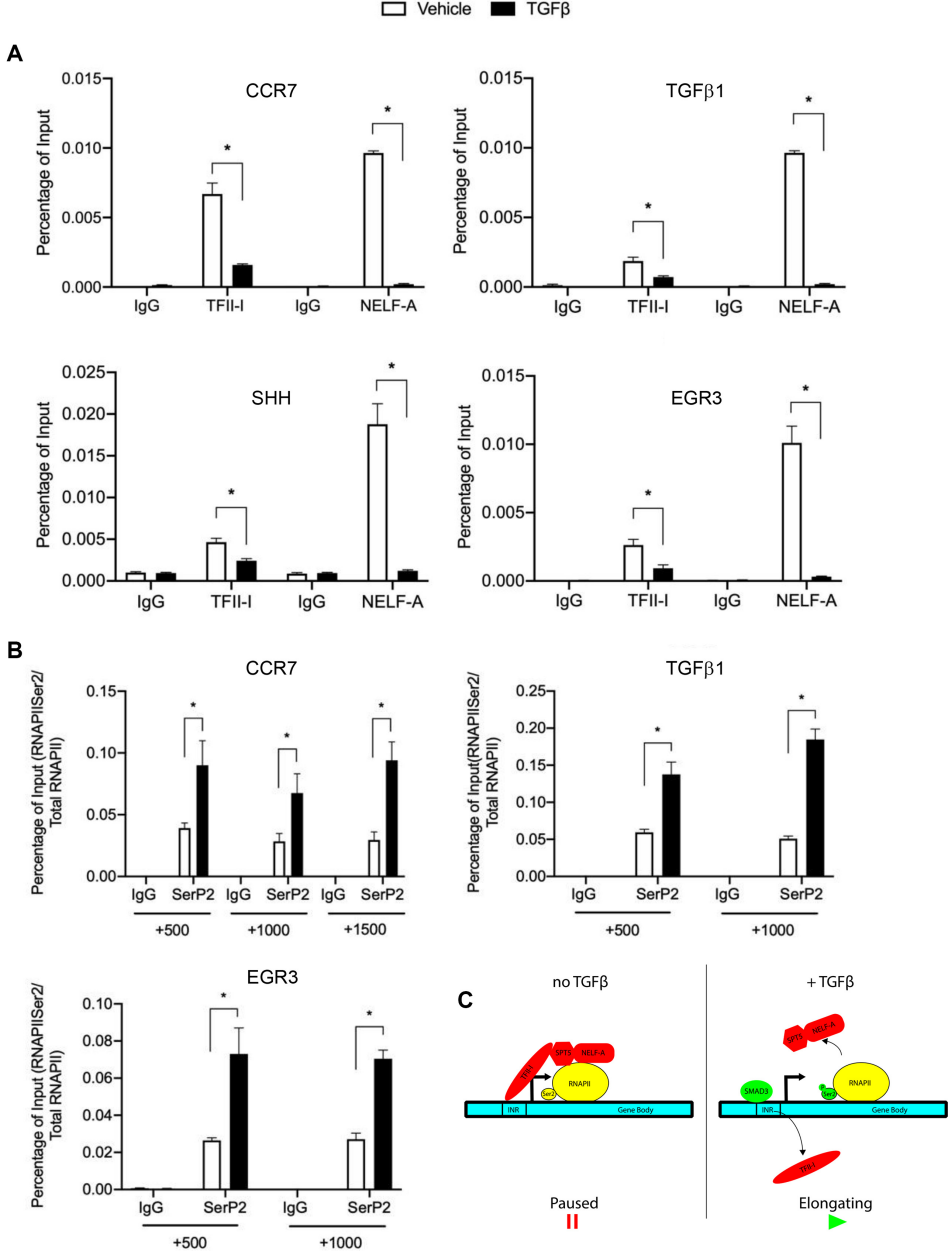
TGFβ induces an additional cohort of early response genes in HepG2 cells. (**A**) ChIP assays with TFII-I and a component of the pausing complex, NELF-A (**B**). Treatment with TGFβ increases RNAPII SerP2 throughout the gene body. (**C**) Graphic representation of our working model depicting the potential interaction between the TFII-I and TGFβ regulatory pathways. Data shown is a representative experiment of three performed showing the same trends. The asterisk represents *P* ≤ 0.05 in an evaluates of the representative data.

## DISCUSSION

GLI2 plays an important role in tumor development and maintenance, and it is found overexpressed in a variety of cancers. This oncogene regulates target genes that contribute to cell cycle progression, cell survival, and invasion and metastasis (3–11). Interestingly, genetic aberrations to explain this overexpression are uncommon. Thus, investigations into the regulatory mechanisms that increase GLI2 protein expression and transcriptional activation are necessary to better understand this phenomenon.

GLI2 is regulated through a variety of signaling pathways. In fact, GLI2 serves as a point of convergence for several pathways. Modulation of GLI2 protein activity and stability through the canonical Hedgehog pathway or noncanonical pathways, such as PI3K, has been investigated (28,29). However, regulatory mechanisms governing the transcriptional activation of GLI2 have been less studied. The TGFβ pathway is one of the few pathways studied shown to have direct transcriptional control over GLI2. 

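In GRCh37, the INR of the GLI2 promoter given by the paper, TCATTCT, lies on the plus strand of chromosome 2 from 121549765 to 121549771, with its adenine at 121549767, and matches the YYANWYY consensus. This place is 56568 bp downstream of the start of GLI2 in the deposited gene table (121493199), inside the gene as annotated. The nearest annotated transcript start, at 121549859, is 92 bp downstream of the INR adenine, and 4 annotated GLI2 transcripts start within 200 bp of the INR. The sequence from 121549705 to 121549811 is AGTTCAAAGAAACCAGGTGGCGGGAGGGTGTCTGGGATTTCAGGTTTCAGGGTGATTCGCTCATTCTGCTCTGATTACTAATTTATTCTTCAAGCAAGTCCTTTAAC. Between 200 bp upstream and 50 bp downstream of the INR adenine it holds a single core SMAD motif, GTCTG from 121549734 to 121549738, whose first base lies at -33 counted from the INR adenine. The amplicon of the paper's ChIP primers for the INR spans 121549711 to 121549973 and covers both elements, and that of its INR/SMAD3 primers spans 121549386 to 121549973. The gene body amplicons 1, 2 and 3 lie in an intron from 121550223 to 121550529, from 121550963 to 121551172 and from 121551168 to 121551418. Over the 6 HepG2 cultures sequenced for the paper (3 vehicle, 3 TGFβ), the deposited RPKM of GLI2 ranged from 0 to 0.00843.

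**Figure D4:**
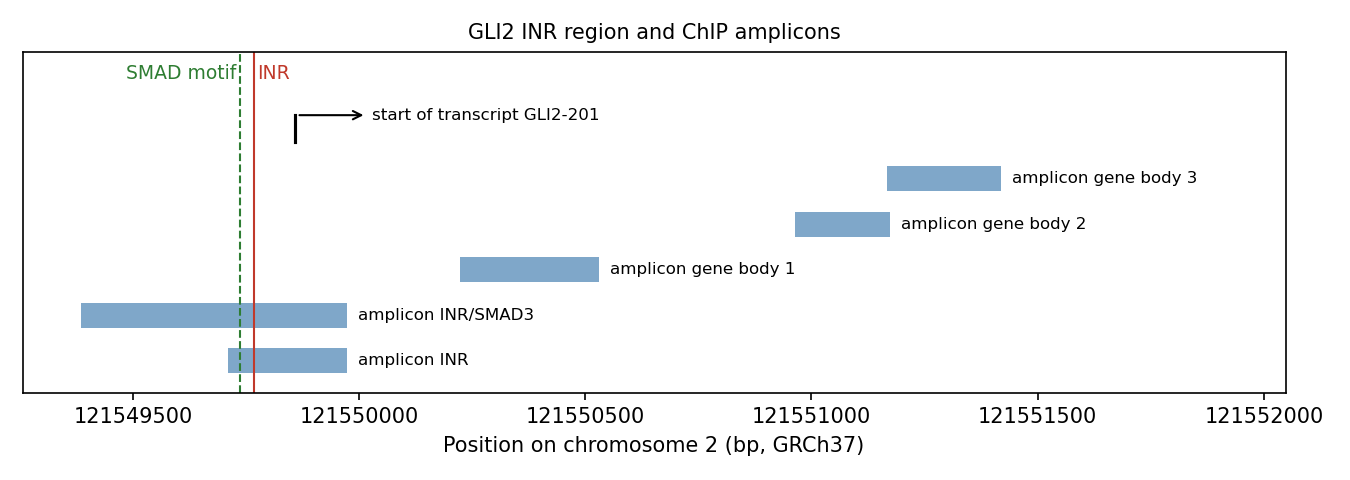
Map of chromosome 2 (x axis, bp in GRCh37) around the GLI2 INR, with bars for the amplicons of the paper's ChIP primers, lines for the INR and the SMAD motif, and an arrow at the start of the nearest annotated transcript at 121549859. The INR and INR/SMAD3 amplicons span both elements and the 3 gene body amplicons lie downstream.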

Activation of the TGFβ pathway results in the binding of SMAD3 to a SMAD-binding element (SBE) in the promoter of GLI2 located 30 bp upstream of the transcription start site (26). Additionally, this pathway synergizes with the Wnt signaling pathway through the binding of TCF4/β-catenin at a TCF/LEF binding site near that of the SBE (26). While upregulation of these pathways plays a role in GLI2 activation, how these pathways activate GLI2 transcription is still unclear. The experiments described here add to our understanding of GLI2 regulation and provide insights into a regulatory mechanism that acts in a manner antagonistic to TGFβ.

Through knockdown experiments and ChIP assays, we have identified a novel repressive mechanism governing GLI2 transcriptional activity. This work finds that the ubiquitously expressed transcription factor TFII-I functions as a transcriptional repressor of GLI2 through maintenance of proximal promoter pausing. TFII-I has been shown to function as a transcriptional repressor via its ability to interact with histone modifiers that mark chromatin as inactive, such as HDAC1, HDAC3, and Suz12 of the PRC2 complex (18,21–24,30). However, our chromatin mapping and chemical inhibitor studies were unable to demonstrate the involvement of chromatin remodeling through histone modifications in TFII-I mediated regulation of GLI2 gene expression. Additional studies have indicated TFII-I may have a role in elongation, as it has tracked with elongating RNAPII throughout the gene body (31), however in the context of our investigations we observed dissociation of TFII-I in the promoter region and do not see binding in the gene body.

Promoter−proximal pausing of RNAPII has been identified as a regulatory mechanism of transcription for a large subset of genes (32–37). This mechanism of gene regulation has been highly investigated in more recent years following technological advances in ChIP-seq and global run-on (GRO) sequencing (32,33). The key finding in our work was the identification of RNAPII at the GLI2 transcription start site in cells that have both low and high basal expression levels of GLI2 mRNA. In HepG2 cells where GLI2 expression is minimal but rapidly induced by TGFβ, we saw an increase in RNAPII SerP2 in the gene body upon knockdown of TFII-I. This is consistent with a release of RNAPII pausing to resume elongation of the gene. What has not been definitively determined from this mechanism is the state in which RNAPII was paused. One possibility is that the recruited RNAPII may have been poised for transcription but never proceeded to the elongation step. Alternatively, the RNAPII may have initiated elongation but was stalled early in this process. Given the rapid induction of GLI2 transcription secondary to treatment of cells with TGFβ ligand, it may be possible that the latter scenario is occurring. However, further investigations are needed to show this. Regardless, similar changes were seen in the location and phosphorylation status of RNAPII upon TGFβ activation as were identified with TFII-I knockdown. Previous work has indicated a role of the TGFβ signaling pathway in phosphorylating and/or regulating the transcriptional activity of TFII-I (38,39). Our findings suggest that pSMAD3 binding relieves TFII-I binding and thereby allows release of RNAPII (Figure 7C). While it is evident that relief from TFII-I binding to the INR of GLI2 results in the active transcription of GLI2, the role of specific TFII-I isoforms has not been addressed. Lastly, we have not investigated how TFII-I may be regulated in these cells. The most studied pathway of TFII-I activation is that of interaction with Bruton's tyrosine kinase, but this is specific to B-lymphocytes (40,41). TFII-I may also be activated and regulate its target genes via PI3K/AKT or TGFβ signaling (42–45). Alterations in TFII-I regulation/phosphorylation could contribute to more or less binding of TFII-I to promoters such as at the GLI2 locus and thereby change their transcriptional status through modulating RNAPII pausing.

In conclusion, the study presented here outlines a novel mechanism of TFII-I mediated transcriptional repression of GLI2 through binding the INR. To our knowledge, this is the first reported mechanism of transcriptional repression of GLI2. The significance of these findings is enhanced by the fact that TFII-I is able to antagonize a known inducer of GLI2 transcription, TGFβ. Continued studies into how TFII-I activity may be modulated in cancer cells may lead to new avenues through which GLI2 expression can be inhibited. Given its relevance in tumorigenesis, inhibiting GLI2 may be a reasonable target for therapeutic interventions, and our understanding of how TFII-I represses GLI2 expression furthers our insight into the mechanisms of GLI2 transcriptional regulation. Furthermore, this mechanism of gene transcriptional regulation was shown to be applicable to a subset of tumor supportive genes and identifies TFII-I as an important factor in the regulation of RNAPII pausing.

## DATA AVAILABILITY

GEO: GSE139021.

## Supplementary Material

gkaa476_Supplemental_File Click here for additional data file.

# Supplementary material for: TFII-I-mediated polymerase pausing antagonizes GLI2 induction by TGFβ
**Source:** Nucleic Acids Res. 2020 Jun 16;48(13):7169–81. doi: 10.1093/nar/gkaa476
**Supplement:** gkaa476_Supplemental_File

Supplementary Figure 1

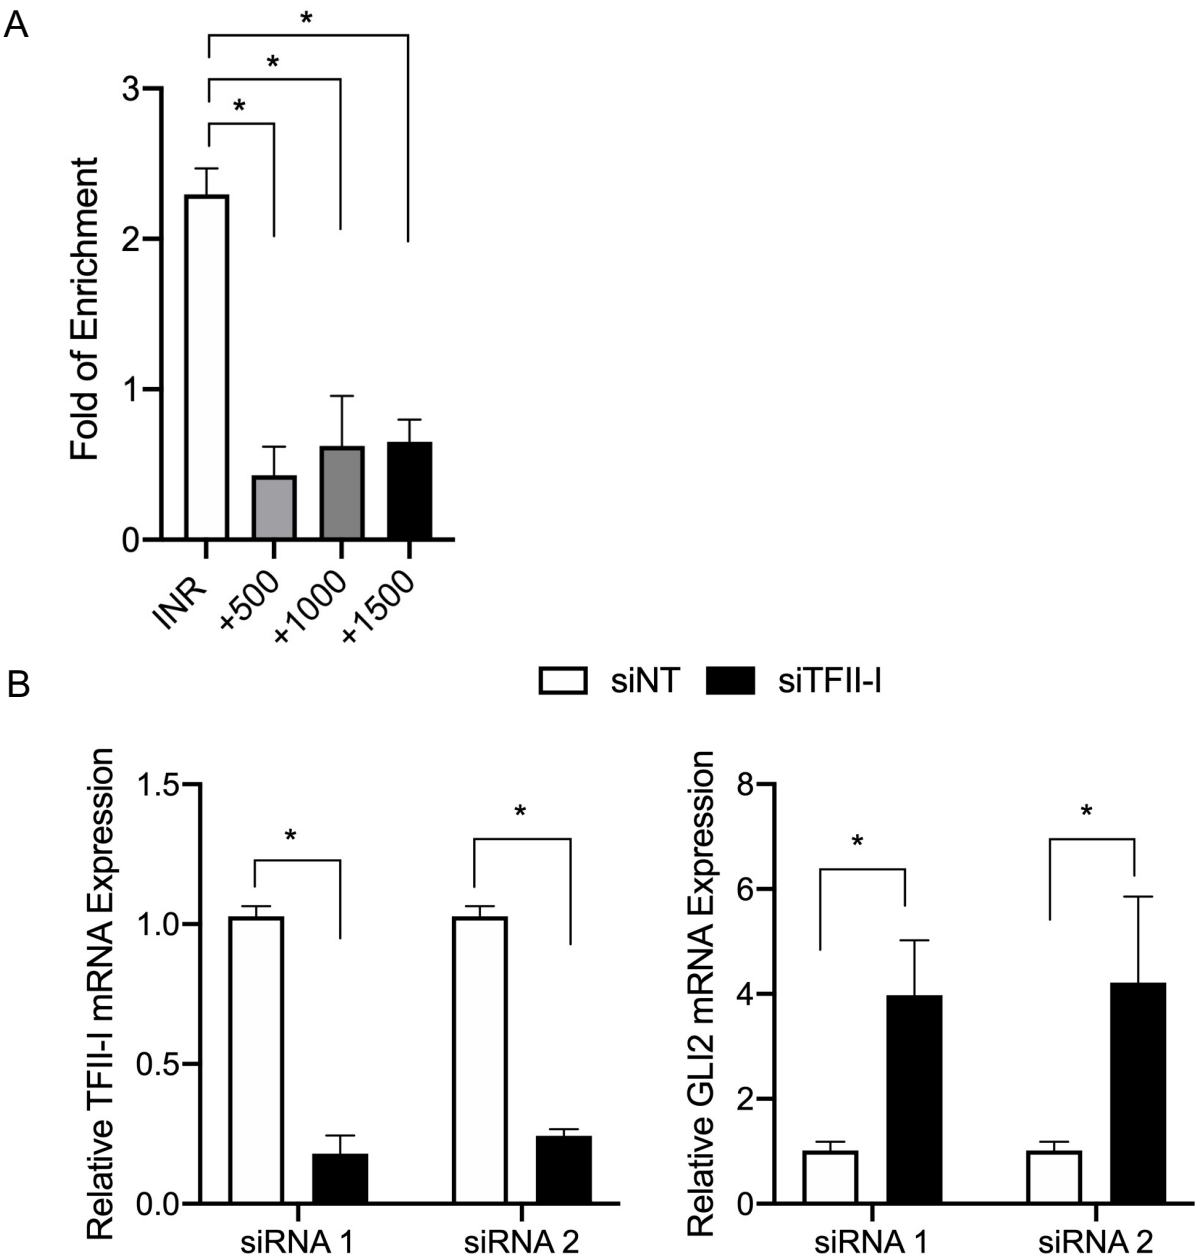

Supplementary Figure 2

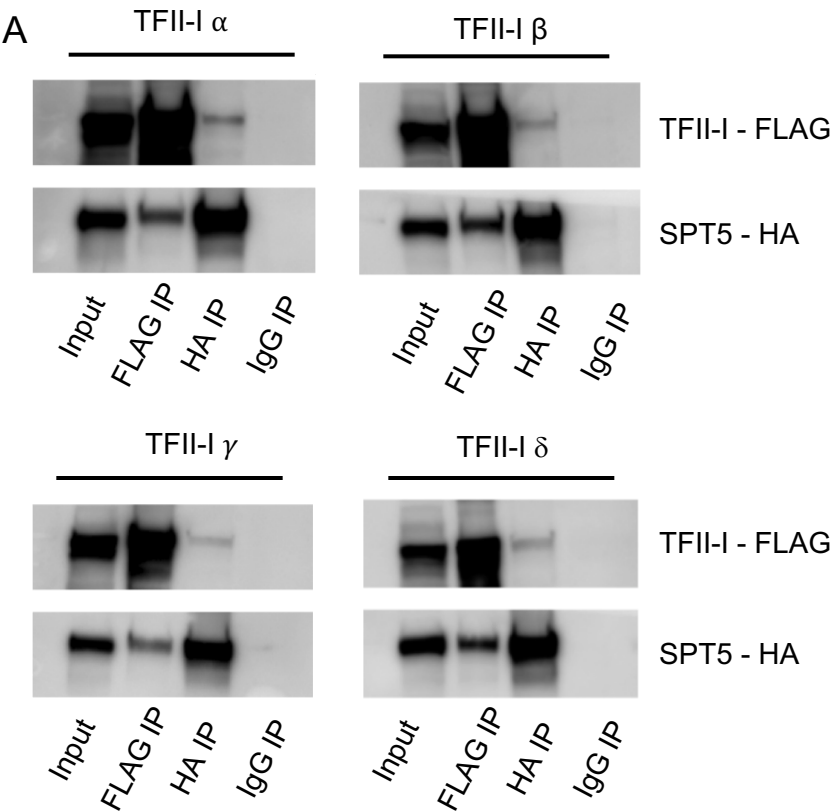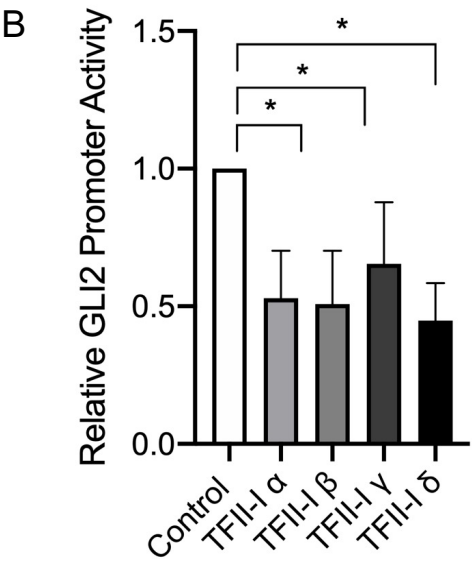

Supplementary Figure 3

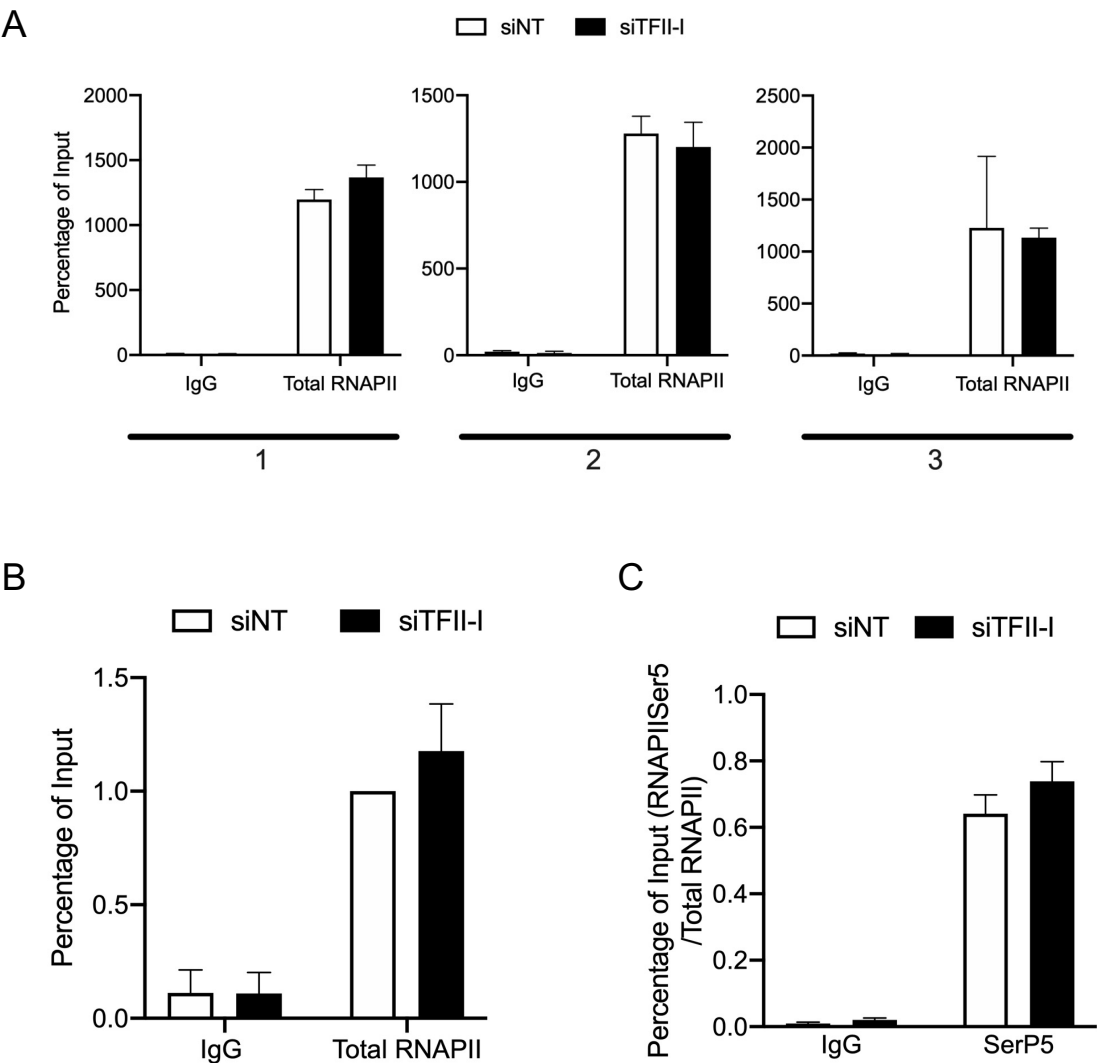

## Supplemental Figures Legends

**Supplemental Figure 1.** TFII-I binds to the GLI2 promoter's INR and act as a repressor of GLI2 expression. (A) TFII-I binding specificity for the INR was evaluated using chromatin immunoprecipitation (ChIP) assays. The fold of enrichment of TFII-I binding to the INR is approximately 4-fold higher than the +500, +1000, and +1500 regions upstream of the TSS. Data shown the average of N=3 and asterisk represents  $p \leq 0.05$ . (B) In HepG2 cells, a second siRNA knockdown of TFII-I (siRNA 1) using a different targeting sequence was utilized to validate the effects of TFII-I on GLI2 mRNA expression. Quantified by RT-qPCR, TFII-I levels decreased and GLI2 mRNA expression increased to a similar extent between two different siRNAs used. (siRNA 1 for validation, as siRNA 2 is used throughout the paper). For this figure, N=3 and asterisk represents  $p \leq 0.05$ .

**Supplemental Figure 2.** TFII-I isoforms  $\alpha$ ,  $\beta$  and  $\gamma$  resemble the  $\delta$  isoform repressor function. (A) The TFII-I isoforms  $\alpha$ ,  $\beta$  and  $\gamma$  isoforms were FLAG tagged and overexpressed in HepG2 cells together with SPT5-HA. Immunoprecipitation assays using FLAG, HA, of IgG control were performed and evaluated by western blotting. The data show that each isoform can co-immunoprecipitated with SPT5. (B) The indicated isoforms were overexpressed with GLI2-Full length luciferase reporter in PANC1 cells. Luciferase activity, as measure of the promoter activity, shows that each TFII-I isoform can represses GLI2 promoter to a similar extent. For this figure, N=3 and the asterisk represents  $p \leq 0.05$ .

**Supplemental Figure 3.** Knockdown of TFII-I does not affect total RNAPII binding. (A-B) siRNA mediated targeting of TFII-I does not change total RNAPII binding in the (A) GLI2 gene body at three different areas in the gene body (1 through 3) or (B) GLI2 core promoter examined by ChIP assays. (C) ChIP assay shows that the levels phosphorylation of serine 5 in the core promoter region of GLI2 is not affected by TFII-I knockdown. The data in this figure is a representative of one of three biological replicates.

How the deposited data were processed for this re-analysis (not part of the article)

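RNA from HepG2 cells treated with vehicle (3 cultures) or TGFβ at 5 ng/mL (3 cultures) for 3 h was sequenced by the authors. The groups and replicate numbers were taken from the sample labels and checked against the paper's methods. The authors aligned paired reads to hg19 and deposited 1 table with the raw count per gene from MAPRseq for each culture, and the RPKM per gene beside it. The deposited counts are whole numbers without normalization. The deposited RPKM values equal the count scaled by the coding length and by a library total between 1.19 and 1.28 times the sum of the counts on genes; they were used only to work out those totals and to describe GLI2. The counting rule for reads on overlapping genes, the strand setting, and the annotation release are not given in the sources used here. All per-sample columns of the table were used.

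Between 60815385 and 100099136 reads per culture were counted on genes. The 10 genes with most reads held between 7.28% and 7.85% of the counts of each culture. Replicates of a group differed by far more than counting noise (chi-square per gene between 21.4 and 46.3), so each counted as a separate sample. Gene identifiers were compared with a GENCODE annotation on GRCh37: 55538 of the 57773 identifiers were found, of which 99.9% overlapped the same gene and 64.6% had the same start and end.

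Differential expression was computed with edgeR 4.0.16 (limma 3.58.1, R 4.3.3), with TMM normalization, filterByExpr, the robust quasi-likelihood F test without a block, and Benjamini-Hochberg adjustment over the 22747 tested genes. Standard errors are those implied by the F statistic. A fold against a group at 0 reads was computed against a floor of 3 reads over the group. Gene lists were tested with camera on log2 CPM (prior count 2). Exact permutation tests with 3 cultures against 3 cannot give a P below 0.1. The steps were tested on a single set of counts simulated from the real libraries with 200 changed genes among 22400. Each changed gene was raised or lowered by 2-fold or 4-fold. The edgeR quasi-likelihood test called 73.5% of the changed genes, and 4.55% of its calls were unchanged genes. In a further single set with no gene changed, 0 genes were called. The share called among genes with smaller changes was not measured, and the spread of these shares between simulations is not known. On the same simulated counts, unchanged genes made up 22.6% of the calls of DESeq2, 19.8% of those of edgeR's exact test, 9.64% of those with a replicate block and 7.36% of those of limma-voom. The simulated cultures were drawn independently, without pairing by number, so the share for the block was not measured on paired cultures.

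Whether the replicate numbers pair the cultures was checked from the correlation, across genes, of the deviations of same-numbered cultures from their group means. It was 0.366, 0.227 and 0.316 for numbers 1, 2 and 3, and at most 0.0101 for cultures with different numbers. Deviations within a group sum to 0, so these correlations are not independent of each other. The numbers were taken to pair the cultures, and results with the block are given where it changed a call. Cultures 1 and 2 of both groups were run on the same lane as their partner according to the labels, and cultures 3 on different lanes.

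Named genes, or the rule that picked them, were fixed before the data were examined. Fixed by name were the genes whose RNA or protein the paper assays, and widely known targets, among them SMAD7, SKIL, PMEPA1 and ID1. Fixed by rule were the 5 largest rises and 5 largest falls at an FDR under 0.05 without overlap between the groups. Some genes that were examined are not reported here. IHH, the neighbors of named genes, and other members of their families were chosen after their values were seen. A TGFβ pathway list and a mesenchymal list were also written before, and a hepatocyte secretory list was written later, when of its genes only the total of ALB had been seen. Alternatives set in advance were DESeq2's size factors, total-count scaling, no filter, at least 10 counts in every library, DESeq2 1.42.0 with and without independent filtering, limma-voom, edgeR's exact test, the replicate block, leaving out each culture, a ratio of mean raw counts, and a test against a fold change of 1.5. Offsets for GC content and transcript length were added after the data were seen; they covered 96.3% of the tested genes. Promoter motifs, amplicons and the GLI2 region were read from GRCh37 with pysam 0.24.0. RT-qPCR, ChIP, luciferase and western blot results of the paper were not analysed here.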

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

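All tests of explanations in this part were chosen after the result was seen. Each of the 6 genes below is outside those the paper discusses and had more reads in every TGFβ culture than in any vehicle culture, for which the exact permutation P is 0.1, the smallest that 3 cultures against 3 allow. Each also passed the FDR threshold in edgeR's quasi-likelihood test and under every alternative that gave an FDR for it.

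KRT75 had 371 reads over the TGFβ cultures and 0 over the vehicle cultures. RNA of keratinocytes in the TGFβ cultures would bring their abundant keratins. A first form of this test took KRT5, KRT14, KRT1 and KRT10 together, which had 5660 reads with TGFβ and 4207 with vehicle. It was changed after KRT10 alone was seen to have 4200 reads with vehicle, since HepG2 cells without any other cell type then hold it. KRT5, KRT14 and KRT1 together had 20 reads in the TGFβ cultures, 13 of them KRT5 in TGFβ replicate 1, which argues against keratinocyte RNA as the source of 371 reads. Among genes within 15000 bp, the largest total in the TGFβ cultures was 7 reads (KRT6B), which argues against reads of a neighboring gene. A response of KRT75 to TGFβ may explain the reads and remains a hypothesis; reads of other keratin paralogs were not tested.

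HOXC12 had 280 reads with TGFβ against 7 with vehicle, and AC012531.23 had 259 against 6. The genes overlap by 2423 bp, and the ratio of AC012531.23 to HOXC12 reads was 0.91 or higher in every TGFβ culture and did not differ between them beyond counting error (exact test of homogeneity, P = 0.982). This is consistent with the same reads being counted on both genes, so they may be a single signal. Which of the 2 transcripts rose is open. The neighbors HOXC13 and HOXC11 had 21 and 6 reads with TGFβ.

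ECEL1P2, a transcribed pseudogene, had 105 reads with TGFβ and 0 with vehicle. Its neighbor ALPP had 188 reads with TGFβ and 31 with vehicle, and at least as many as ECEL1P2 in each TGFβ culture, but its share differed between these cultures beyond counting error (exact test of homogeneity, P = 0.000308). Read-through from ALPP and a rise of ECEL1P2 itself cannot be told apart, since the strand of the reads is not known, and reads of its parent gene may also be counted on it.

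S1PR5 had 242 reads with TGFβ and 9 with vehicle. The gene within 15000 bp with at least as many reads, KEAP1, had a log2 fold change of 0.179, which argues against reads of a neighboring gene. A response of S1PR5 to TGFβ may explain the rise and remains a hypothesis.

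IHH was named after its values were seen, for its relation to SHH. It had 914 reads with TGFβ and 52 with vehicle, a log2 fold change of 4.01 (standard error 0.30, FDR 7.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between 3.83 and 4.30 with each culture left out. Neighbors with at least as many reads had log2 fold changes of at most 0.124, which argues against their reads. A response of IHH to TGFβ may explain the rise and remains a hypothesis.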

How the results depend on the processing

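Tests and alternatives with offsets for GC content and transcript length were chosen after the data were seen; the other alternatives were set before. Of the values for the comparisons of the groups, 107 stayed on the same side of their threshold or within 1.5 times, 43 moved, 3 fell short of the threshold and 1 reversed. For named genes, 480 stayed, 10 moved, 2 came to pass the threshold, 23 fell short and 18 changed sign. Except where a sentence names an explanation, the cause was not tested.

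The 937 genes at an FDR under 0.05 became 1415 with DESeq2 and independent filtering, 2690 with the replicate block, and 3134 with the block and the GC and length offsets, while they stayed between 891 and 1381 with the other normalizations, filters and tests. All 937 were among the 2690, in the same direction. With each culture left out the count lay between 485 (without vehicle replicate 3) and 998 (without TGFβ replicate 3), and was 518 without vehicle replicate 2 and 561 without TGFβ replicate 2. Fewer cultures leave the test less power. Genes higher with TGFβ numbered 1837 with the block, 1966 with the block and offsets, 149 when tested against a fold change of 1.5, and between 394 and 778 with a culture left out. Genes lower with TGFβ numbered 366 without a filter, 388 and 406 with DESeq2 without and with independent filtering, 383 with edgeR's exact test, 853 with the block, 1168 with the block and offsets, 14 against a fold change of 1.5, and between 91 and 220 with a culture left out.

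At an unadjusted P under 0.05 and a fold change of at least 2, genes higher with TGFβ numbered 627 without a filter, and genes lower numbered 402 without a filter, 54 with at least 10 counts in every library, 77 with either form of DESeq2, and between 115 and 337 with a culture left out. At a fold change of at least 4, genes higher numbered 271 without a filter, 33 with at least 10 counts in every library, and between 65 and 106 with a culture left out. Genes lower numbered 177 without a filter, 1 with at least 10 counts in every library, 6 with limma-voom, and between 5 and 24 with a culture left out. Without a filter, genes with a few reads in all can reach such folds.

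Clustering with complete linkage placed 5 of the 6 libraries with their group. The odds ratio for an INR together with a SMAD3 motif in genes higher with TGFβ was 0.987 with the palindrome or 6-base motif, 0.848 with the INR within 50 bp, 0.804 with SMAD3 motifs within 500 bp upstream, and 1.06 with genes called by fold change and unadjusted P. Its first 3 alternatives no longer passed the threshold and the last was on the other side of 1.

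Several genes of the pausing complex and reference genes had log2 fold changes near 0 whose sign turned under some alternatives, while TBP stayed positive under all that were run. SUPT5H had -0.0143 with total-count scaling, -0.0454 with GC and length offsets and -0.0461 with the offsets and block, and lay between -0.0038 and 0.0629 with a culture left out. NELFA had -0.0194 and -0.0196 with the offsets without and with the block, and lay between -0.0342 and 0.12 with a culture left out. CDK9 had -0.00896 with total-count scaling and lay between -0.038 and 0.0639 with a culture left out. HPRT1 had -0.0233 with total-count scaling and -0.003365 without a filter, and lay between -0.0375 and 0.0709. With a culture left out, GAPDH, which was positive under every scaling, lay between -0.0161 and 0.139 and ID1 between -0.0293 and 0.521. The replicate block brought GTF2I past the FDR threshold (log2 fold change 0.22, FDR 0.0125). Among IHH and the genes fixed by name or by rule before the data were examined, the block changed no other call.

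Splits of the 6 cultures into 3 and 3 number 10, so a share under 0.05 cannot be had and the splits alone cannot exclude chance. On simulated counts of independent cultures with no gene changed, edgeR's quasi-likelihood test called 0 genes, against 937 here. The real split was the only 1 of 10 as large for the genes at an FDR under 0.05 in total, for those higher, for those lower, for those higher by at least 2-fold and at least 4-fold at an unadjusted P under 0.05, and for the TGFβ pathway and mesenchymal lists. For genes lower by at least 2-fold, 2 of 10 were as large, and for genes lower by at least 4-fold, 4 of 10. Of the 4 splits that part all 3 pairs of same-numbered cultures, the 3 other than the real one called 0 genes at an FDR under 0.05 with edgeR's quasi-likelihood test. At an unadjusted P under 0.05 and a fold change of at least 2 they had 30, 18 and 43 genes in one direction and 39, 24 and 18 in the other. The split of vehicle replicate 1 with TGFβ replicates 1 and 2 against the rest, which parts a single pair, called 212 genes.

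Depth limits GLI2, which passes no filter on low counts. It was fitted without a filter throughout, and at least 10 counts in every library, DESeq2 with independent filtering and the GC and length offsets gave no value for it. At least 10 counts in every library also gave no value for KRT75, ECEL1P2, AC012531.23, HOXC12, S1PR5, PMEPA1, CYP7A1 and SNORA70, and DESeq2 with independent filtering gave none for ECEL1P2, CYP7A1 and SNORA70. The ratio of raw counts was not given for KRT75 and ECEL1P2, which had 0 reads with vehicle.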

Differences from the paper's values

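At an unadjusted P under 0.05 and a fold change of at least 4, 63 genes were higher with TGFβ, against the paper's about 40 in Fig. 6B, read by eye from the colored points of the volcano plot. The gap was within the limits with total-count scaling (58) and with at least 10 counts in every library (33). The gap was also within them with the GC and length offsets (59) and with the block and offsets (58). It was not with DESeq2's size factors (63), without a filter (271), with DESeq2 (63), limma-voom (65) or edgeR's exact test (63). Nor was it with the replicate block (61), the ratio of mean raw counts (74) or any culture left out (65 to 106). The paper divided treatment by vehicle gene counts, without stating how replicates were combined. Genes lower numbered 3, against the paper's about 9 in Fig. 6B, read by eye. The gap was within the limits with limma-voom (6) and without TGFβ replicate 1 (13). It was not with the other normalizations and filters (1 to 177), DESeq2 (3), edgeR's exact test (3), the block (3), the ratio of mean raw counts (3) or another culture left out (5 to 24). The paper's P values came from a spreadsheet and not from edgeR. The legend of Fig. 6B gives a fold change of at least 2, while the colored points start at a log2 fold change of 2.

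The paper reports that TGFβ raised GLI2 RNA, measured by RT-qPCR. In the RNA-seq counts GLI2 did not pass the filter, and its fitted log2 fold change of 1.46 had an FDR of 0.770 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 4 reads with vehicle and 13 with TGFβ. The direction was the same, and no setting called it. The other genes of that panel were higher in the counts as in the paper, with log2 fold changes of 1.2 for CCR7, 0.65 for TGFB1, 0.69 for SHH and 2.12 for EGR3. The paper selected its genes for an INR. At the 5′ ends of TGFB1, SHH and EGR3 in the annotation, and at those in the deposited table, 0 INR elements lay within 25 bp, and other start sites were not searched.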

Other observations

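The tests of library size and composition for the share of higher genes, of a shared lane, and of GC content for a motif deficit were chosen after the result was seen.

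Of the 937 genes at an FDR under 0.05, 75.5% were higher with TGFβ. The share was 68.2% with total-count scaling, which argues against the scaling for library size and composition as the whole cause at this threshold, and 69.3% with offsets for GC content and transcript length, which argues against those trends as the whole cause. With the block and the offsets it was 62.7% (1966 higher, 1168 lower). The scalings shifted the median log2 fold change of all genes by at most 0.0415. At an unadjusted P under 0.05, 63.6% of genes were higher, 63.1% with DESeq2's size factors, 64.2% with DESeq2, 63.4% with limma-voom and 51.2% with total-count scaling, which moved the median log2 fold change of all genes from -0.00544 to -0.0469. That balance depends on where the center is placed, and no cause of it was tested. It was 52.5% without TGFβ replicate 3. An excess of induction at 3 h may underlie the excess among the 937 genes, as a hypothesis.

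Same-numbered cultures deviated together from their group means, with correlations across genes of at least 0.227. With GC and length trends removed the smallest was 0.198, and with libraries thinned to the smallest total it was 0.211, so neither accounts for the pattern. The cultures numbered 3 ran on different lanes and had a correlation of 0.316. Deviations within a group sum to 0, so effects shared within the pairs numbered 1 and 2 alone would also raise this value. It therefore cannot decide whether a shared lane is the source. For the cultures numbered 1 and 2, which shared a lane with their partner (0.366 and 0.227), lane and culture number cannot be told apart. Shared culture or preparation may be the source and was not tested.

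Of the 707 genes higher with TGFβ, 140 (19.8%) overlapped another of them, against a median of 22 and a maximum of 43 in 1000 random gene sets matched on expression. This is consistent with reads being counted on both overlapping genes. Merging overlaps left 629 loci.

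A limit from the time needed to transcribe a long gene within 3 h would favor short genes among those higher with TGFβ. The median genomic span of genes higher with TGFβ was 30889 bp against 23277.5 bp in random sets matched on expression, and 100% of 10000 sets had a shorter median. For protein-coding genes alone it was 37928 bp against 31866 bp. The genes were longer, not shorter, so there was no excess of short genes for that limit to explain. This does not show that transcription time had no effect on long genes.

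Early loss of hepatocyte expression might lower secretory genes. Of 20 such genes, 0 passed the FDR threshold with edgeR's quasi-likelihood test, and the median log2 fold change was -0.04. The list was not lower as a set with fry, a rotation test on limma's model (P = 0.782), and an exact permutation test of 3 cultures against 3 cannot fall below 0.1. With camera the P was 0.352, and it lay between 0.016 and 0.942 with a culture left out. With the block 1 gene was higher and 4 were lower. The question stays open.

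A test set before the data were examined was written for an excess of promoters with both an INR and a SMAD3 motif among genes higher with TGFβ; there was a deficit. For the INR alone the odds ratio was 0.776 (Fisher's exact test, P = 0.00822), and for the SMAD3 motif alone it was 1.28 (Fisher's exact test, P = 0.0561), on the other side of 1. Across 3 classes of promoter GC content of equal size the common odds ratio was 0.961 (95% interval 0.786 to 1.18), so promoter composition may be the source of the deficit. The odds ratio was 1.19 at low GC (95% interval 0.757 to 1.84) and 1.03 at high GC (0.766 to 1.38). At middle GC a deficit remained (0.713), with an interval from 0.461 to 1.07 that includes 1. Median promoter GC was 57.7% in genes higher with TGFβ and 51.6% in the others.

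No difference in RNA of the pausing factors and reference genes was detected. SUPT5H (FDR 0.924), NELFA (FDR 0.919), CDK9 (FDR 0.922), GAPDH (FDR 0.870), HPRT1 (FDR 0.959) and TBP (FDR 0.895) had log2 fold changes between 0.02 and 0.06 in edgeR's quasi-likelihood test, and SUPT5H, NELFA, CDK9 and HPRT1 changed sign under other scalings or offsets. GTF2I, which encodes TFII-I, had 0.22 (standard error 0.08, FDR 0.239) and passed with the replicate block (FDR 0.0125). Its reads can be shared with the pseudogene GTF2IP1, which had 234 reads with vehicle and 266 with TGFβ. SMAD3 rose by 0.90 (standard error 0.10, FDR 0.000888).

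The amplicons of the paper's ChIP primers labeled INR were placed in GRCh37 relative to the 5′ end of each gene in the deposited table. That of CCR7 spans -46 to 97 bp and that of SHH 60 to 251 bp. That of TGFB1 spans 974 to 1120 bp, in a coding exon, and that of EGR3 -520 to -408 bp, outside the annotated transcripts.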
